# Cell cycle population effects in perturbation studies

**DOI:** 10.15252/msb.20145172

**Published:** 2014-07-01

**Authors:** Eoghan O'Duibhir, Philip Lijnzaad, Joris J Benschop, Tineke L Lenstra, Dik van Leenen, Marian JA Groot Koerkamp, Thanasis Margaritis, Mariel O Brok, Patrick Kemmeren, Frank CP Holstege

**Keywords:** environmental stress response, gene deletion, gene expression, genome-wide transcription, growth rate

## Abstract

Growth condition perturbation or gene function disruption are commonly used strategies to study cellular systems. Although it is widely appreciated that such experiments may involve indirect effects, these frequently remain uncharacterized. Here, analysis of functionally unrelated *Saccharyomyces cerevisiae* deletion strains reveals a common gene expression signature. One property shared by these strains is slower growth, with increased presence of the signature in more slowly growing strains. The slow growth signature is highly similar to the environmental stress response (ESR), an expression response common to diverse environmental perturbations. Both environmental and genetic perturbations result in growth rate changes. These are accompanied by a change in the distribution of cells over different cell cycle phases. Rather than representing a direct expression response in single cells, both the slow growth signature and ESR mainly reflect a redistribution of cells over different cell cycle phases, primarily characterized by an increase in the G1 population. The findings have implications for any study of perturbation that is accompanied by growth rate changes. Strategies to counter these effects are presented and discussed.

## Introduction

Perturbation is a universally applied approach to study the behavior and molecular mechanisms underlying cellular systems (Ideker *et al*, 2001). A perturbation can be environmental, for example a change in growth condition or the addition of a response-inducing compound. A perturbation can also be the targeted disruption of a particular cellular component, for example by gene deletion or through RNA-mediated knockdown. Combinations of these two general types of perturbation are also frequently applied. The range of possible readouts that can be monitored to study systems properties is extremely large. Dependent on the system being studied and the questions being asked, readouts can vary between a relatively simple phenotype such as growth, to the expression levels of all genes. Given the interconnected nature of cellular systems (Bensimon *et al*, 2012; Walhout & Vidal, 2001), any systems readout is potentially determined by a combination of different types of direct and indirect mechanisms. Examples include ascribing a role as direct regulator to a particular transcription factor that is in fact high up in a regulatory cascade of other transcription factors more directly responsible for the readout (Spitz & Furlong, 2012). For environmental perturbations, an altered nutrient environment may have an indirect influence on a phenotype such as cell size due to a more direct effect on doubling time for example (Zaman *et al*, 2008). There are therefore many different types of indirect effects. Depending on the goals of a particular study, such effects need to be taken into account, especially if the goal is to derive molecular mechanisms.

Here, we further analyze a dataset describing changes in genome-wide expression patterns for 1,484 *Saccharyomyces cerevisiae* gene deletion strains (Kemmeren *et al*, 2014). We describe a gene expression signature common to many of the strains, with subsequent analyses aimed at determining the cause of the common expression signature. We show that the signature is similar to the environmental stress response (ESR) gene expression signature, previously described as a cellular response exhibited upon many different environmental perturbations such as nutrient limitations and different types of stress (Brauer *et al*, 2008; Gasch *et al*, 2000). Further analyses show that both the ESR and the expression signature common to slow growing deletion strains result to a large extent from shifts in the proportions of cells in different cell cycle phases. The results have implications for any study applying environmental or genetic perturbations that result in growth rate changes.

## Results

### A recurrent gene expression signature exhibited by slow growing deletion mutants

We have previously carried out whole-genome mRNA expression profiling of 1,484 *S. cerevisiae* single gene deletion strains grown under identical conditions (Kemmeren *et al*, 2014). Deletion strains were selected based on a (putative) role as regulator of gene expression, also using characteristics such as nuclear location or the capacity to modify other proteins. This results in coverage of diverse categories such as gene-specific and global transcription factors, RNA processing and export, ubiquitin-like modifications, protein kinases/phosphatases, protein trafficking, cell cycle, meiosis, DNA replication and repair. Of the 1,484 deletion strains, 700 exhibit an expression profile that is robustly different from wild-type: more than three transcripts with expression changed over 1.7-fold and with *P* < 0.05 compared to the average of over 400 wild-type strains, (Kemmeren *et al*, 2014). Analysis of the mutants with robustly altered transcriptomes shows that alongside specific expression changes, many strains display a shared expression signature (Fig 1A). In order to study this recurrent signature, it was separated from specific effects using principal component analysis (PCA, Materials and Methods). Projection of the original gene expression data (Fig 1A) onto the first principal component axis demonstrates the recurrent nature of this signature (Fig 1B, Supplementary Dataset S1). The first principal component is distinct from other components as it accounts for 24% of the variation in the entire dataset (Supplementary Fig S1) and is shared by 25% (*r* > 0.5) of the 700 robustly affected deletion mutants.

**Figure 1:**
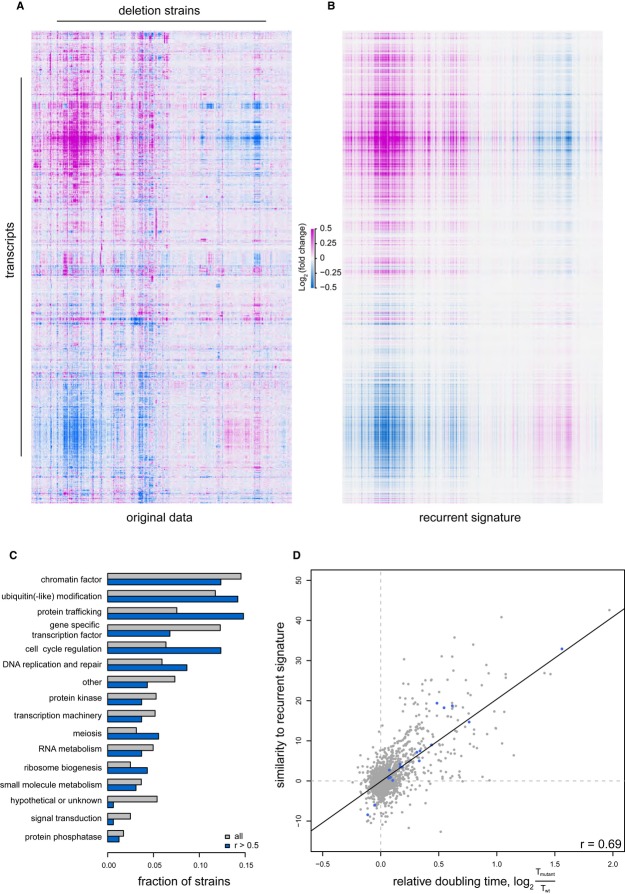
Recurrent signature in deletion strains associated with reduced growth rates Heat map of mRNA expression changes in the 700 deletion mutants that display the most robust changes in gene expression [more than three transcripts changing more than 1.7-fold and with *P*-value < 0.05 compared to the average of over 400 wild-types (Kemmeren *et al*, 2014)]. Both the transcripts and deletion strains have been clustered (cosine correlation; average linkage).The recurrent signature of the dataset shown in (A), plotted as the projection of the first principal component and its presence in each deletion strain profile. Transcripts and deletions strains are ordered as in (A).The occurrence of the recurrent signature according to functional category of the deleted gene in each strain. Shown in blue are the fractions when considering only strains displaying a strong recurrent signature, here defined as deletion strains having a correlation greater than 0.5 with the signature. Only ‘protein trafficking’ (*P* = 4.5 × 10^−3^) and ‘cell cycle regulation’ (*P* = 0.018) are significantly (*P* < 0.05) overrepresented among strains with a strong recurrent signature (hypergeometric test, Bonferroni-corrected).The similarities of deletion profiles to the recurrent signature, versus their growth rate plotted as log_2_ (doubling time in mutant/doubling time wild-type). The similarity is expressed as the projection of a deletion profile onto the normalized recurrent profile (this is proportional to their covariance). The blue dots show the deletion mutants further analyzed by flow cytometry in Fig 5.

Genome-wide expression changes that are shared between two or more mutants typically indicate similar function such as shared protein complex or pathway membership (Benschop *et al*, 2010; Hughes *et al*, 2000; Kemmeren *et al*, 2014; Lenstra *et al*, 2011; Roberts *et al*, 2000). In contrast, this common signature is found as part of the expression profile of many different mutants that also belong to diverse functional groups (Fig 1C). What is shared by the majority of these strains is a reduction in growth rate, with more slowly growing strains exhibiting a stronger presence of the recurrent signature (Fig 1D, Supplementary Dataset S2). In other words, the doubling time of the various deletion strains correlates with the degree to which the recurrent signature is present. This finding agrees with the previously reported observation that the number of genes with changed expression scales with the degree of slower growth (Brauer *et al*, 2008; Hughes *et al*, 2000; Keren *et al*, 2013; Regenberg *et al*, 2006). It is also important to note that the apparent poor correlation of some deletion mutants to the recurrent signature (Fig 1D, off-diagonal points) is due to additional gene expression changes specific to particular mutants (examples in Supplementary Fig S2). While not identifying which aspect is causative, the correlation between growth rate and the presence of the recurrent signature indicates a link between growth rate in deletion mutants and expression changes in those genes most strongly affected.

### The recurrent signature is not caused by medium depletion

All strains were grown for two cell doublings prior to harvesting (Fig 2A, left). This is sufficient for recovery from overnight preculture and also allows slow growing strains to achieve balanced, exponential growth (Supplementary Fig S3). An initial concern was that the environment of slower growing strains at the time of harvest may have been different compared to wild-type because of a longer time spent in culture. The medium of a slower growing strain may have been more depleted of nutrients. Alternatively, compounds may have been excreted into the medium for a longer time by the slower growing strains. Such growth rate-dependent changes to the media may account for the slow growth gene expression changes, in particular because of the correlation between the magnitude of the signature and the growth rate reduction (Fig 1D). To investigate this possibility, we expression-profiled wild-type strains grown for two cell doublings in media pre-conditioned by culture of slow growing deletion strains (Fig 2A). The expression profiles of the deletion strains are shown in Fig 2B–E. Wild-type yeast grown in the pre-conditioned media from the deletion strains do not display the gene expression changes observed for the deletion strains grown previously in the same medium (Fig 2F–I). Growth rate-dependent changes to the media therefore do not account for the slow growth associated signature.

**Figure 2:**
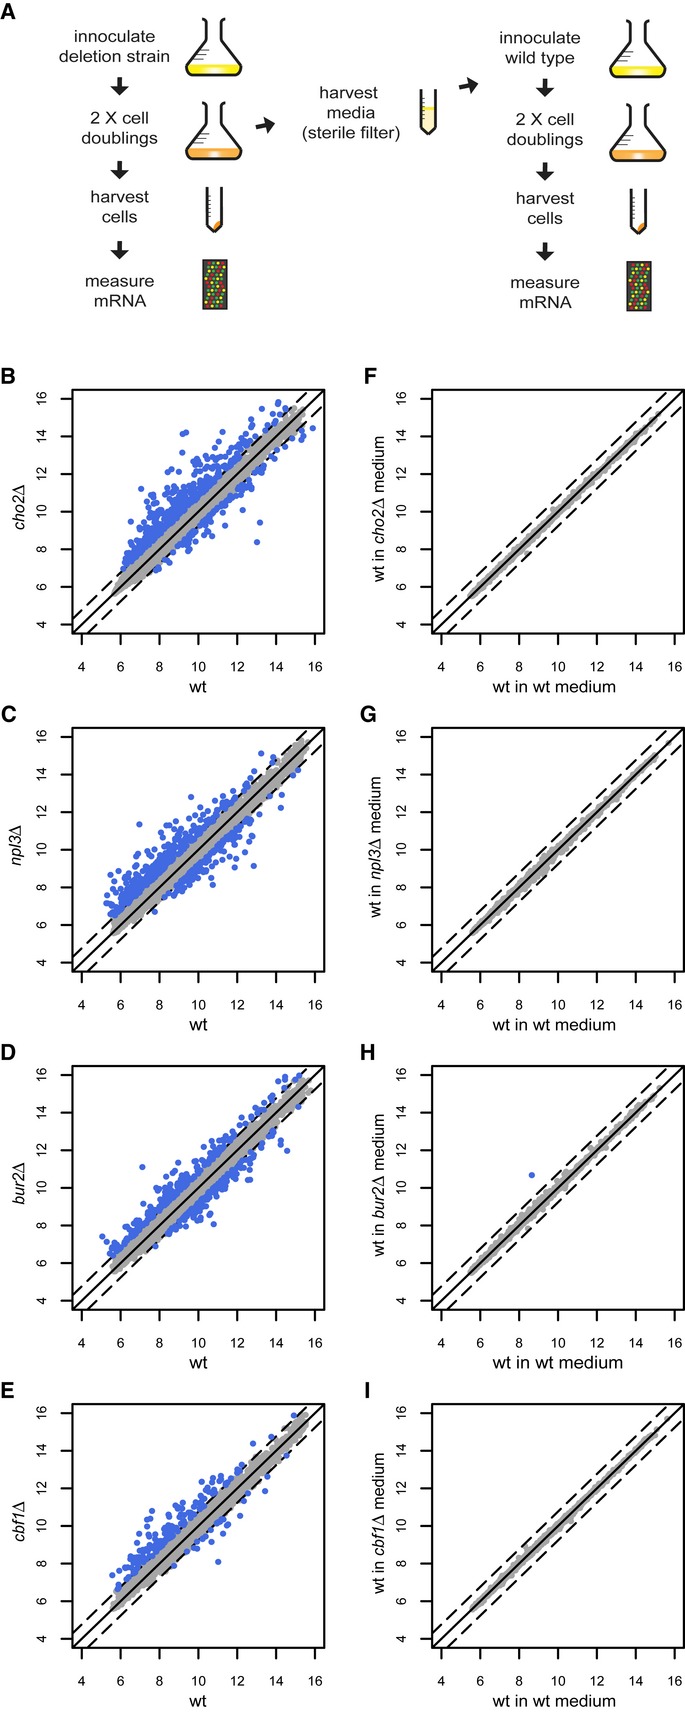
The slow growth associated signature is not caused by an altered culture medium in slower growing strains A Overview of the experimental procedure to determine any influence of the media.B–I Scatter plot expression profiles of deletion strains versus wild-type (left column) and those of wild-type strains (right column) grown in media in which the corresponding deletion strain was first grown. The numbers on the axis refer to the averaged log_2_ fluorescent dye intensities of the microarray probes representing each gene (dots). The dashed line indicates a 1.7-fold-change in mutant versus wild-type. Genes with *P* < 0.05 and fold-change over 1.7 versus wild-type are colored blue.

### The slow growth signature is pervasively present in genome-wide expression studies

To better understand the nature of the slow growth associated gene expression signature, we next systematically searched publicly available yeast gene expression datasets for correlations with the recurrent profile. The slow growth signature was highly correlated with many previously published microarray datasets (Fig 3A). Curiously, rather than being restricted to studies of deletion strains, correlations were also found with studies of wild-type cells cultured under different growth conditions. Several of the strongest correlations are with wild-type cells grown under various conditions (Causton *et al*, 2001; Gasch *et al*, 2000) (Fig 3A). In the Gasch *et al* study, a large gene expression signature was described that occurs under all conditions of stress tested: the environmental stress response (ESR). Of all the stress conditions examined, heat shock (15 min after shift from 29°C to 37°C (Gasch *et al*, 2000)) gave the highest correlation to the slow growth signature (Fig 3B, *r* = 0.73). This correlation increases further upon repeating the heat shock experiment with our own platform and genetic background (Fig 3C, *r* = 0.82). 

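Wild-type cells of BY4742, a laboratory strain of mating type alpha, were grown at 30 °C, pelleted and re-suspended in medium at 37 °C. They were harvested after 5, 15, 30, 45 and 60 min. RNA of each time point was hybridised to spotted oligonucleotide arrays in 2 colours, together with a common reference of untreated BY4742 RNA. Each time point has 2 arrays of opposite dye, array a with the sample in Cy3 and array b with the sample in Cy5. The submitters' design text describes these arrays as separate cultures with the dyes exchanged, whereas the paper's methods describe, for all its microarray experiments, 2 biological replicates per measurement, each in dye-swap, giving 4 replicates. Only 2 arrays per time point were analysed here. The p-values rest on the spread between arrays, pooled over all conditions. That spread is between cultures by the former account and may be technical by the latter. The authors' scanner files hold the mean intensity of 15552 spots per array and channel, before any background subtraction. On the heat shock arrays the median intensity of the gene spots lay between 289 and 527 in Cy5 and between 195 and 394 in Cy3, on median backgrounds of 42.3 to 51.6. Between 92.8% and 97.6% of the gene spots were well above background in both channels, and the number of arrays limits the precision. The log2 ratio of sample over reference was normalised by print-tip loess with a span of 0.4 and no background subtraction, as in the authors' own processing, and the 2 spots of a probe were averaged. Lowest correlations between arrays of the same dye orientation were -0.366 and -0.407, each between a heat shock and a cold shock array whose dyes the labels state. The linear model of limma was fitted to all 22 arrays with a term for each of 11 conditions and a term for the dye. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05, adjusted over 5326 probes, and more than 1.7-fold change, and counts are of 5315 genes. The untreated culture of the time course was not analysed here, and the common reference takes its place, which leaves out the spread of the control itself. Heat shock changes against this untreated reference may also include effects of pelleting and of the new medium, which cannot be told apart from temperature here. In simulated data for 15 min of heat shock, with 200 of 5326 probes changed, 100% of the 67 changed 2-fold were called. The 66 changed 1.3-fold lie below the fold threshold, and 100% of them passed the adjusted p alone, with 17 false calls among the unchanged probes. The simulated noise was independent between arrays and held no error of the reference. These shares thus check the fit and do not measure sensitivity or false calls in the real arrays.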

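After 15 min at 37 °C, stress genes with high values in the slow growth signature, such as HSP26 and CTT1, were higher than in the common reference. HSP26, a small heat shock protein, rose by 5.15 (standard error 0.0602, adjusted p = 4.1e-18) on the log2 scale in limma's test, and CTT1, the cytosolic catalase, by 4.25. Of genes with low values in the signature, the biotin synthase gene BIO2 was at -2.93 and KAP123, which imports ribosomal proteins into the nucleus, at -2.71. Over the 1965 genes that could be matched to the first 1995 of the 6166 values of Supplementary Dataset S4, in order of gene name, the log2 changes correlated with the signature at Pearson's r = 0.832. Spearman's rho over the same genes was 0.741. Array a alone gave r = 0.830 and array b r = 0.832. The correlation is across genes, which are not independent replicates, and the part of the dataset held here may not stand for the rest. In the other samples of the time course r was 0.801 at 5 min, 0.802 at 30 min, 0.696 at 45 min and 0.694 at 60 min. With the 37 °C culture of the cold shock series as baseline, r at 15 min was 0.735.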

The ESR was not defined on heat shock alone. Rather, the ESR is characterized by genes that change in expression during many environmental perturbations including addition of hydrogen peroxide, menadione, diamide, DTT, osmotic shock and various nutrient limitations (Gasch *et al*, 2000). When only considering those genes that define the ESR, the correlation with the slow growth signature increases even further (Fig 3D, *r* = 0.93). High correlations are also found under different conditions analyzed with different technologies (Fig 3E and F). These analyses show that the signature that is common to slower growing deletion strains is highly related to the ESR signature shown by wild-type cells subjected to many different types of growth condition perturbation.

**Figure 3:**
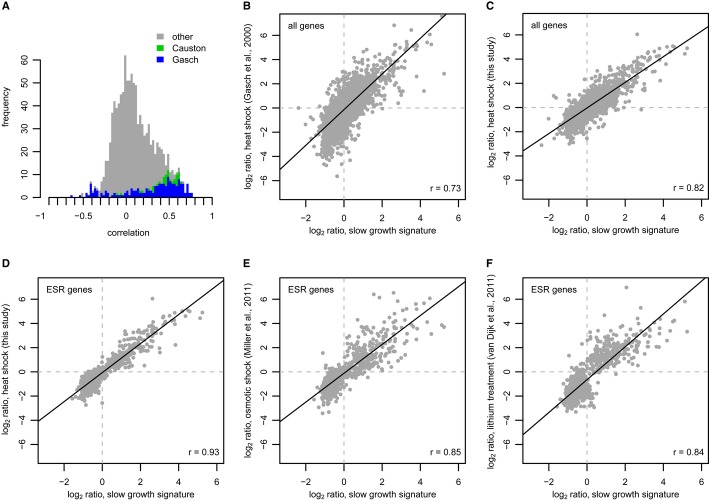
The slow growth associated signature is similar to the environmental stress response (ESR) A Distribution of correlations with the recurrent signature for a compendium of expression profiles from literature (Backhus *et al*, 2001; Barbara *et al*, 2007; Bernstein *et al*, 2000; Causton *et al*, 2001; Chu *et al*, 1998; Dasgupta *et al*, 2002, 2004; DeRisi *et al*, 1997; Epstein *et al*, 2001; Fazzio *et al*, 2001; Ferea *et al*, 1999; Galitski *et al*, 1999; Gasch *et al*, 2000; Hardwick *et al*, 1999; Holstege *et al*, 1998; Hu *et al*, 2007; Hughes *et al*, 2000; Jelinsky *et al*, 2000; Lee *et al*, 2000; Madhani *et al*, 1999; Ostapenko & Solomon, 2003; Primig *et al*, 2000; Roberts *et al*, 2000; Roth *et al*, 1998; Spellman *et al*, 1998; Travers *et al*, 2000; Vary *et al*, 2003; Viladevall *et al*, 2004; Young *et al*, 2003; Zhu *et al*, 2000). Indicated in blue are the correlations against the profiles described in Gasch *et al* (2000) and in green, those by Causton *et al* (2001).B–F Scatter plots comparing the slow growth signature to: (B) the (Gasch *et al*, 2000) heat shock expression profile at *t* = 15 min; (C) a heat shock expression profile at *t* = 15 min performed with an identical strain background, growth medium, microarrays and other procedures as in Fig 1; (D) heat shock (from C) when considering only ESR genes, that is, those defined previously to form the environmental stress response (Gasch *et al*, 2000); (E) the expression changes of ESR genes 36 min after osmotic shock as determined using Affymetrix short oligonucleotide arrays (Miller *et al*, 2011); and (F) expression changes of ESR genes after 100 mM lithium addition as determined using RNA-seq (Van Dijk *et al*, 2011).

### The ESR signature can be explained by a cell cycle population shift

To determine whether there is a mechanism common to the environmental and genetic perturbations that result in a shared expression signature, wild-type response to environmental perturbation was first studied in more detail. Many stressful conditions, including heat shock, osmotic stress, and DNA damage, cause a transient G1 arrest (Bellí *et al*, 2001; Gerald *et al*, 2002; Johnston & Singer, 1980; Rowley *et al*, 1993). Gene expression measurements typically describe the average expression levels of genes in the population of cells that make up the culture. In unsynchronized exponentially growing batch cultures, this population is made up of cells rapidly progressing through the cell cycle. The measured gene expression level is therefore the average across the entire cell cycle. Cells subjected to mild heat shock transiently arrest their progress through the cell cycle at the START checkpoint, between early and late G1 (Johnston & Singer, 1980; Rowley *et al*, 1993). A transient G1 arrest due to heat shock would change the distribution of cells over each of the cell cycle phases. To determine whether a shift in the distribution of cells over different cell cycle phases can explain the ESR, an *in silico* approach was taken. Cell cycle gene expression time-course data from cells synchronized by elutriation (Spellman *et al*, 1998) were summed using weights that represent the fraction of cells in each respective cell cycle phase, yielding a virtual profile that simulates a population of unsynchronized cells. The weights were determined by a single spline, controlled by four parameters which were optimized for correlation to the (Gasch *et al*, 2000) heat shock gene expression profile (15 min, 29 to 37°C). Strikingly, when weighted in this manner, the cell cycle gene expression data closely resemble the ESR (*r* = 0.88, Fig 4A).

**Figure 4:**
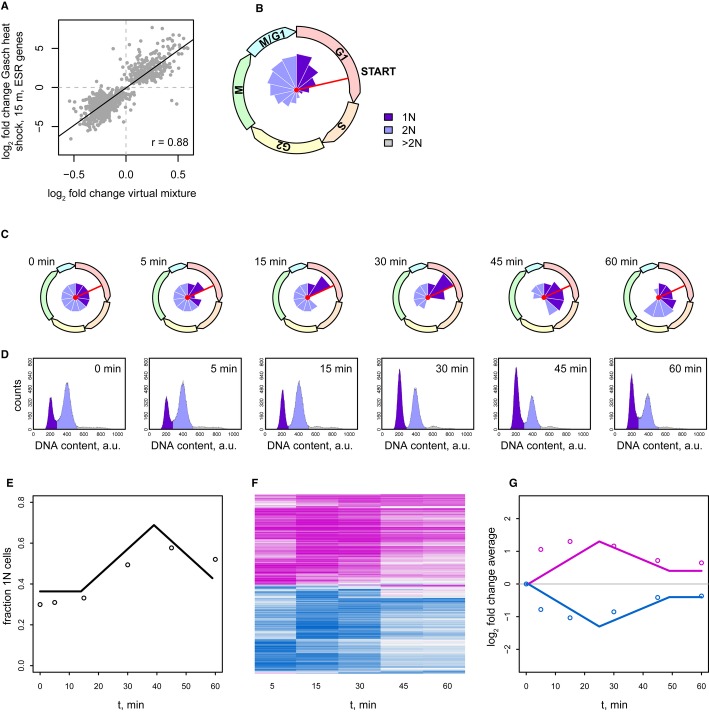
Cell cycle population shift underlies the ESR Scatter plot comparing the expression profile of *t* = 15 min heat shock (Gasch *et al*, 2000) with the spline-weighted mix of cell cycle phase signatures (Spellman *et al*, 1998). Absence of data points around 0 is due to use of ESR genes, which by definition are those with changes.Circular histogram of the cycle phase population distribution used in (A). The red line shows the START checkpoint. Names of cell cycle phases are shown on the dial.Snapshots of the simulated cell cycle phase population distribution upon heat shock.Time series of flow cytometry profiles after heat shock.Modeled (line) and observed (dots) fraction of 1N cells during heat shock.Heat map of mRNA expression changes during a heat shock time series including all transcripts changing more than 1.7-fold and with *P* < 0.05 in any single time point compared to *t* = 0. Scale as in Fig 1.Modeled (line) and observed (dots) average magnitude of gene expression changes for genes with increased (purple) or decreased (blue) expression during heat shock.

To rule out overfitting, the same procedure was performed on randomized ESR genes or on randomized cell cycle expression data, both yielding no correlation upon optimization (average *r* = 0.06 and 0.05 respectively, Materials and Methods). Furthermore, multiple cross-validations with half of the ESR genes used for fitting the cell cycle data, and applying this fit to the remaining ESR genes yields average correlations of 0.88 for the heat shock (Materials and Methods). Cell cycle synchronization can be achieved in a variety of ways. As discussed by Shedden and Cooper (Shedden & Cooper, 2002), the elutriation dataset is the least prone to stress and all methods suffer from quite rapid loss of synchronization. When other cell cycle time series are used, the results are nevertheless similar. For elutriation from Spellman *et al* (1998), the correlation between heat shock and the cell cycle based model (Fig 4A) is 0.88. For alpha factor arrest from Spellman *et al* (1998) and Granovskaia *et al* (2010), the correlation is 0.82 and 0.63 respectively. For *cdc28-ts* (temperature-sensitive allele) from Spellman *et al* (1998) and Granovskaia *et al* (2010), the correlation is 0.71 and 0.35 respectively. The ability to mimic the ESR from cell cycle time-course data is a strong indication that a large part of the ESR derives from a cell cycle population shift rather than from a direct cellular transcriptional response to environmental perturbation.

The cell cycle distribution derived from weighting of the cell cycle gene expression data predicts that the ESR involves an increase in the number of cells in early G1 and a decrease in the number of cells in late G1 and S phase (Fig 4B). Importantly, this fits with the transient arrest at START encountered upon mild heat shock (Johnston & Singer, 1980; Rowley *et al*, 1993). To test this further, a predictive model was created, whereby a transient arrest of cell cycle progress was initiated at *t* = 0. This corresponds to the heat shock induced cell cycle arrest at START (Rowley *et al*, 1993). In the model, this results in accumulation of early G1 cells and concomitant depletion of late G1 cells (Fig 4C and Supplementary Movie S1). Because both early and late G1 cells have 1N DNA content, the model predicts that the fraction of 1N cells will begin to accumulate later during heat shock and not immediately (Fig 4E, line). To test the model, flow cytometry analysis of a heat shock time-course experiment was performed. The result agrees with previous analyses (Johnston & Singer, 1980; Rowley *et al*, 1993) and exhibits a 1N accumulation both qualitatively and quantitatively close to the values predicted by the model (Fig 4E, dots; individual flow cytometry profiles, Fig 4D). In agreement with the finding that the ESR can be modeled by weighting of cell cycle gene expression data (Fig 4A), the cytometry analysis shows that a cell cycle population shift indeed takes place, also in the form predicted.

As with the shift in cell cycle populations modeled and measured during heat shock (Fig 4C–E), the ESR gene expression signature is also transient (Gasch *et al*, 2000). As a further test of the idea that the ESR signature is to a large extent caused by a shift in the distribution of cells over different cell cycle phases, the population model (Fig 4C) was used to predict the average magnitude of gene expression changes. This model simply assumes that the magnitude of all gene expression changes is directly proportional to the change in distribution of cells in each cell cycle phase as compared to the unperturbed steady state distribution at *t* = 0. A transient arrest of 25 min was incorporated as this is the timeframe previously shown to be required for maximal expression of chaperone proteins (Miller *et al*, 1982), allowing adaptation to the higher temperature. 

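Within 5 min of the shift to 37 °C, 365 genes were higher and 320 lower than in the common reference, and after 15 min 474 were higher and 496 lower. The largest rises at 15 min were SSA4 5.51, HSP26 5.15, ALD3 5.02, RTC3 4.99, HXK1 4.96, TFS1 4.92, MSC1 4.61, ALD4 4.55, PGM2 4.44 and STF2 4.44 on the log2 scale. SSA4 is an inducible Hsp70 chaperone, HXK1 a hexokinase, PGM2 the major phosphoglucomutase, and ALD3 and ALD4 are aldehyde dehydrogenases. ALD3 rose by 5.02 (standard error 0.0915, adjusted p = 1.0e-16) in limma's test. The largest falls were MF(ALPHA)2 -3.10, SAM1 -3.03, BIO2 -2.93, BIO3 -2.84, KAP123 -2.71, RNR1 -2.61, VHT1 -2.56, YHB1 -2.55, HO -2.53 and UTP20 -2.52. SAM1 encodes an S-adenosylmethionine synthetase, and BIO2, BIO3 and VHT1 act in biotin synthesis and uptake. SAM1 changed by -3.03 (standard error 0.0530, adjusted p = 6.8e-17). With the 37 °C culture of the cold shock series as baseline, MF(ALPHA)2 was at 1.85. Of 24 measured Hsf1 chaperone genes 20 were higher and none lower (the same counts adjusted over the list alone), with a median of 2.24; HSP104, the disaggregase, was at 3.97. The chaperone median was 1.35 with the 37 °C culture as baseline and 1.23 with scaling on external control spots, chosen for gene lists after seeing the data. Of 32 general stress genes that Msn2 and Msn4 activate, 31 were higher (also 31 adjusted over the list alone), with a median of 3.55, among them TPS1 of trehalose synthesis at 3.02 and HSP12 at 4.15. Both lists passed camera's test with a preset correlation of 0.01 (adjusted p = 3.7e-09 and 2.4e-15), and not with an estimated correlation (adjusted p = 0.0751 and 0.0734 with an estimated correlation). Of the activators themselves, MSN2 was at 0.35, MSN4 at 0.66 and HSF1 at 0.52, none of them called.
Of 93 ribosome biogenesis genes 65 were lower and none higher (the same counts adjusted over the list alone), with a median of -0.998; RRP5, which acts with UTP20 in processing of the ribosomal RNA, was at -2.44 and NSR1 at -1.13. Of 18 subunits of RNA polymerases I and III 12 were lower (also 12 adjusted over the list alone), led by RPA135 at -2.33 and RPA190 at -2.11. Of 47 amino acid biosynthesis genes 19 were lower (also 19 adjusted over the list alone), with MET6 of methionine synthesis at -2.29 and LEU9 of leucine synthesis at -2.17. These 3 lists kept an adjusted p below 0.05 with an estimated correlation (0.0494, 0.0388 and 0.0388). Of 32 proteasome subunits 8 were higher (also 8 adjusted over the list alone), with a median of 0.57 and RPT2 at 1.04 (adjusted p = 0.0124 with an estimated correlation); with scaling on external control spots 0 were called and RPT2 was at 0.71. Of 34 genes of the respiratory chain and ATP synthase 11 were higher and 1 was lower (the same counts adjusted over the list alone; adjusted p = 0.151 with an estimated correlation), with ATP2 at 1.63, QCR7 at 1.13 and CYC1, cytochrome c, at -0.95 (-0.69 and not called with the 37 °C culture as baseline); ATP2 and QCR7 were at 0.18 and 0.54, not called, with that scaling. Of 126 genes of cytosolic ribosomal proteins 48 were lower and none higher (the same counts adjusted over the list alone; adjusted p = 0.0751 with an estimated correlation), with a median of -0.58. RPS27B at -2.12 and RPL20B at -2.11 lay lowest, and 76.5% of the spread among these genes went with the print block of their spots. With scaling on external control spots 125 of them were lower, and in all 396 genes were then higher and 752 lower. The brightest of the 14 external control probes has a mean log2 intensity of 10.8, against a median of 13.7 for the ribosomal protein genes, so that this scaling is extrapolated for them. With it their median was -1.61, and -1.36 with no within-array curve, also chosen after seeing the data. The 132 other genes with a mean log2 intensity above 12 had medians of -0.79 and -0.55 with these settings, against 0.0039 with print-tip loess. Part of the larger fall was thus shared by bright genes in general. With the authors' deposited log2 ratios 29 ribosomal protein genes were lower and the median was -0.36, and with global loess RPS27B was at -0.82 and RPL20B at -0.88. Other counts that moved were 6 respiratory genes higher and 31 amino acid biosynthesis genes lower with scaling on external control spots, and 15 proteasome subunits higher with the 37 °C culture as baseline. Of 16 glycolysis genes 3 were higher (also 3 adjusted over the list alone, and adjusted p = 0.114 with an estimated correlation), among them TDH1 at 1.63 and TDH3 at 1.28. These are related genes whose probes may share signal, and their highest signals lay above 32768, the limit for spots used in the curve. Their values turned to -0.36 and -0.39 with scaling on external control spots, also extrapolated at their log2 intensities of 14.9 and 14.9. With it 0 glycolysis genes were higher and 4 lower, and with the deposited log2 ratios 7 were higher. An unadjusted p with the same fold threshold gave the same number of genes at each time. At 15 min 4422 of 5315 genes passed the adjusted p alone, so that the fold threshold set the counts. These equal numbers, and equal counts after adjustment over a list alone, therefore do not test the calls.

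**Figure D1:**
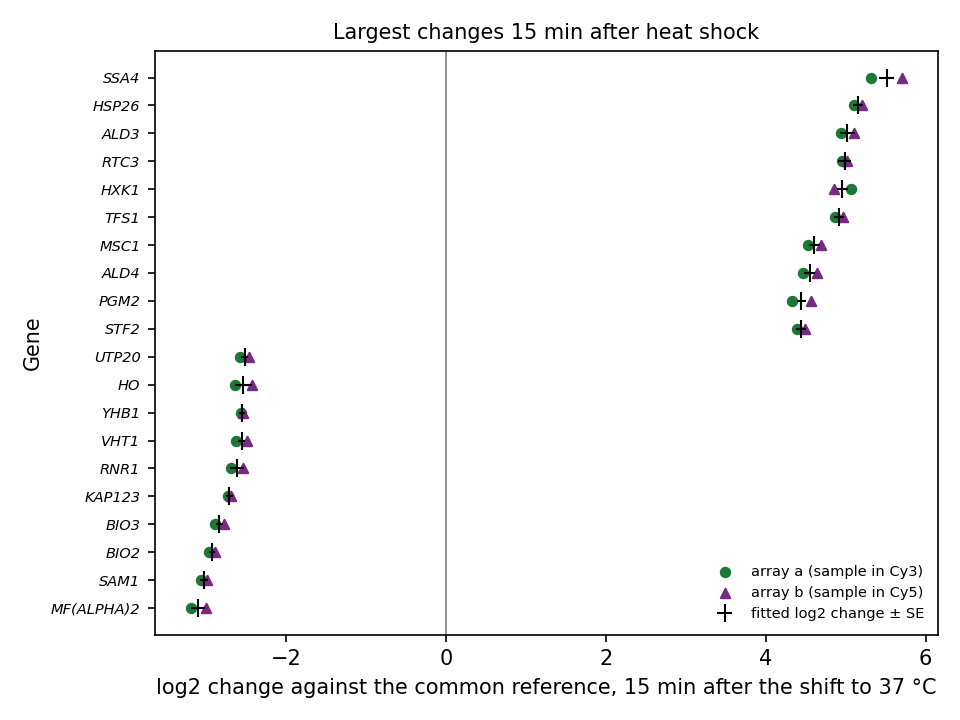
Log2 change of the 10 genes that rose most and the 10 that fell most 15 min after the shift, sample over common reference. Circles and triangles are the 2 arrays of opposite dye, and the vertical marks with bars are the fitted change ± its standard error. The genes that rose lie from 4.44 to 5.51 and those that fell from -3.10 to -2.52. Only genes changed the same way on both arrays could be chosen, so the arrays of each gene lie on the same side of 0.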

Actual gene expression changes were then monitored during the course of a heat shock experiment (Fig 4F). 

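In all 1265 genes were changed at 1 or more of the 5 times, 615 of them with their largest change upward, such as SSA4, HSP104 and CTT1, and 650 downward, such as RNR1, UTP20 and SAM1. The genes that rose averaged 1.09 on the log2 scale at 5 min, 1.32 at 15 min and 1.17 at 30 min, then 0.73 at 45 min and 0.66 at 60 min. The genes that fell averaged -0.78, -1.05, -0.87, -0.43 and -0.38 at the same times. The 2 arrays differed from these averages with an SD of 0.0258 for the genes that rose and 0.0204 for those that fell at 15 min (n = 2 arrays), and of 0.0480 and 0.0275 at 60 min (n = 2 arrays). Taking the 37 °C culture of the cold shock series as baseline, the averages were 0.46 at 45 min and 0.38 at 60 min for the genes that rose, and -0.29 and -0.24 for those that fell. The drop from 15 to 60 min was larger than the spread between arrays in both groups. RNR1, the large subunit of ribonucleotide reductase, was at -2.61 at 15 min and 0.19 at 60 min, while SSA4 was at 3.62 and SAM1 at -2.55 at 60 min. The genes were chosen from the same arrays that were averaged; chosen on array a and averaged on array b, the genes that rose gave 1.26 and those that fell -1.005 at 15 min.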

Despite the simplicity of the model, the predicted transient changes (Fig 4G, lines) globally fit the average magnitude changes measured (Fig 4G, dots). 

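By 60 min none of 44 late G1 genes was called lower than the reference, while 30 of 32 general stress genes were still called higher. Between 15 and 60 min 570 genes changed, 299 upward and 271 downward. The largest rises were RNR1 2.80, ARG1 2.24, ARG3 2.22, RPS27B 2.21 and GSC2 2.20 on the log2 scale, and the largest falls ALD3 -3.37, RGI1 -3.24, STF2 -2.56, HXK1 -2.55 and RTN2 -2.51. RPS27B was at 0.58, not called, with global loess. RNR1 rose by 2.80 (standard error 0.124, adjusted p = 3.0e-11) in limma's test, and ALD3 changed by -3.37 (standard error 0.129, adjusted p = 7.1e-12). Of 44 measured late G1 genes, targets of the SBF and MBF transcription factors, 8 were called lower than the reference at 5 min (4 with the 37 °C culture as baseline), 21 at 15 min, 14 at 30 min and none at 45 or 60 min (1 at 60 min with no within-array curve, a setting chosen after seeing the data), with 21 at 15 min when adjusted over the list alone. As a list they passed camera's test at 15 min with the preset correlation, and not with an estimated correlation (adjusted p = 0.190). CLN2, a G1 cyclin, was at -1.26 at 15 min and -0.015 at 60 min, and POL30, the sliding clamp of DNA replication, at -1.98 at 15 min. From 15 to 60 min 22 late G1 genes rose and none fell (the same counts adjusted over the list alone; camera adjusted p = 2.5e-12, and adjusted p = 0.130 with an estimated correlation). Of the 10 histone genes, which are expressed in S phase, 2 were lower at 15 min, 8 at 30 min, 1 at 45 min (5 with scaling on external control spots, chosen for gene lists after seeing the data) and none at 60 min, with HTA1 at -0.85 and HHT1 at -0.93 at 15 min and -1.63 and -1.53 at 30 min. The histone list passed camera's test at 15 min with the preset correlation, and not with an estimated correlation (adjusted p = 0.307). At 15 min 9 histone genes were lower with scaling on external control spots, HTA1 was at -0.65 with global loess and -0.52 with the authors' deposited log2 ratios, and HHT1 at -0.50 with the 37 °C culture as baseline, none of these called. From 15 to 30 min the histone median fell by 0.73 and 5 of the genes fell (camera adjusted p = 3.8e-10, and adjusted p = 0.0921 with an estimated correlation), a test chosen after the values were seen; with scaling on external control spots the median fell by 0.41. At 15 min, of 21 G2/M genes of the CLB2 cluster none was called (median -0.26; adjusted p = 0.151 with an estimated correlation) and of 13 M/G1 genes of the MCM cluster 1 was lower (STE3, -0.98), the same counts adjusted over each list alone. STE3, the a-factor receptor gene, is also 1 of the 4 alpha-specific genes, all of which fell at 15 min and whose median was 1.39 with the 37 °C culture as baseline. STE3 was then at 1.31, and 3 G2/M genes were lower. At 60 min 3 G2/M genes were lower, CDC20 at -1.04, CHS2 at -0.86 and HOF1 at -0.78, and 3 M/G1 genes, STE3 at -1.42, MCM7 at -0.93 and FAR1 at -0.86, named after their values were seen (the same counts adjusted over each list alone). The medians of these lists were -0.34 and -0.37 (camera adjusted p = 3.5e-05 and 0.00239, and adjusted p = 0.103 and 0.102 with an estimated correlation). From 15 to 60 min 0 G2/M genes and 1 M/G1 gene fell and none rose (adjusted p = 0.498 and 0.239 with an estimated correlation). HOF1 was at -0.75, not called, without array b of 60 min. Scaling on external control spots left 0 and 1 of these lists called lower at 60 min, with medians of -0.12 and -0.13, and the 37 °C culture as baseline 3 and 0, with 2 M/G1 genes higher and STE3 then at 0.87. Among other cell cycle genes, CLN1 was at -0.41, CLN3 at 0.43 and SIC1 at 0.46, none of them called. Ribosome biogenesis genes called lower than the reference numbered 81 at 5 min, 46 at 30 min and 3 at 60 min, where the median of the list was -0.25 and 10 were called with no within-array curve. From 15 to 60 min 47 of 93 rose (also 47 adjusted over the list alone; adjusted p = 0.0436 with an estimated correlation). General stress genes fell over the same interval in 29 of 32 cases (also 29 adjusted over the list alone; adjusted p = 0.0742 with an estimated correlation), yet 30 were still called higher than the reference at 60 min, as were 17 of 24 chaperones, with HSP26 at 4.36. Set against the 37 °C culture, 17 general stress genes and 9 chaperones were called higher at 60 min. Of the 474 genes higher at 15 min 161 were also higher at 60 min, and of the 496 lower genes 56 were also lower. Independent lists would share 17.7 and 7.00, and part of the excess may come from the shared reference, whose own error was not measured here. At 60 min 198 genes were higher and 75 lower than the reference, against 173 and 258 with no within-array curve, 324 and 62 with scaling on external control spots, and 73 and 18 with the 37 °C culture as baseline. With that scaling on control spots, chosen after seeing the data for 60 against 15 min too, which moved the median of all genes by 0.20 at 45 min and 0.22 at 60 min, 792 genes rose and 118 fell from 15 to 60 min, and with no within-array curve 200 rose and 309 fell. The paper sets the average changes beside a population model in which every change is proportional to the redistribution of cells over the cell cycle phases (Fig 4G), and proposes that the signature to a large extent reflects that redistribution, from the signature rebuilt out of unstressed cell cycle profiles (Fig 4A), the population shift seen by flow cytometry (Fig 4C–E) and the transient course that model and measurement share.

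**Figure D2:**
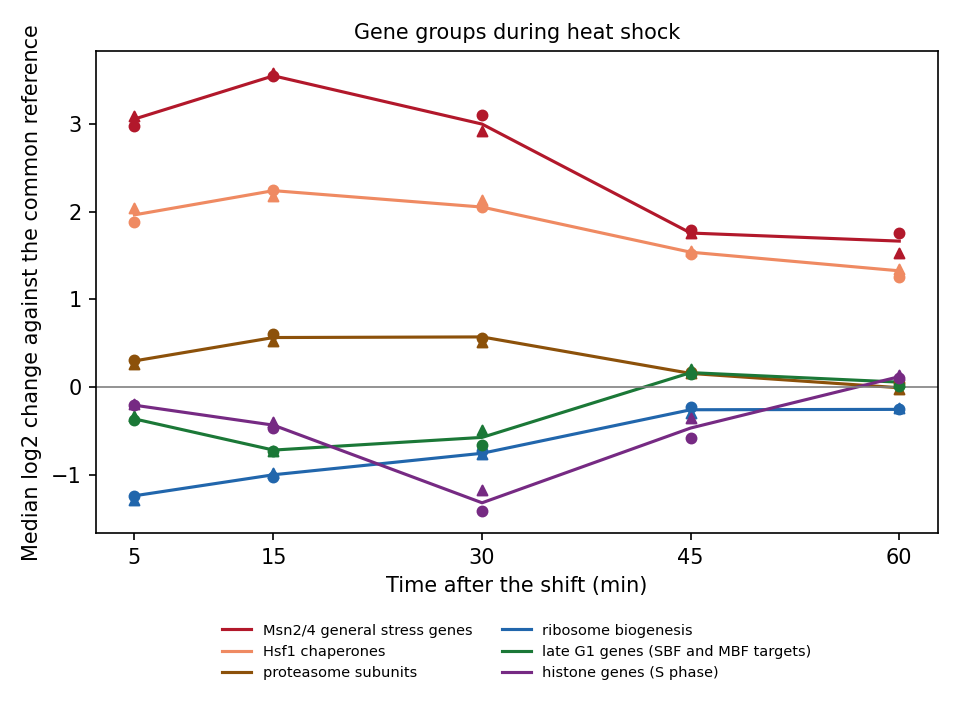
Median log2 change against the common reference for 6 gene lists over the time after the shift to 37 °C. Lines join the medians of the fitted changes; circles and triangles are the medians on arrays a and b. Late G1 genes are lowest at 15 min (-0.72) and histone genes at 30 min (-1.32), and at 60 min their medians are 0.058 and 0.12.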

The ability to recreate the ESR *in silico* from cell cycle phase signatures of unstressed cells (Fig 4A), the agreement between predicted and observed cell cycle population shifts that actually occur (Fig 4C–E) and the predicted and observed transient nature (Fig 4G) all support the idea that the ESR signature to a large extent reflects a cell cycle population shift.

### A cell cycle population shift also underlies the recurrent slow growth signature observed upon genetic perturbation

Growth rate change accompanies many environmental perturbations (Bellí *et al*, 2001; Gerald *et al*, 2002; Johnston & Singer, 1980; Rowley *et al*, 1993). Growth rate reduction also accompanies many single gene deletions (Fig 1D, Supplementary Dataset S2). An expression signature similar to the ESR has been observed in wild-type continuous culture experiments forced to grow slowly (Brauer *et al*, 2008; Regenberg *et al*, 2006). The recurrent slow growth signature found in many deletion strains is also highly similar to the ESR (Fig 3). We therefore reasoned that the similar signatures observed in both cases could be the result of the same phenomenon: a shift in the cell cycle distribution of the population. To test this possibility, deletion strains covering a wide range of growth rates (blue dots, Fig 1D) were analyzed by flow cytometry (Fig 5A and B). The degree of presence of the slow growth expression signature is clearly proportional to the degree of cell cycle population shift observed for the individual strains (Fig 5A). As with the ESR signature, the common signature found in slower growing deletion strains also therefore results to a large extent from a shift in the cell cycle distribution.

**Figure 5:**
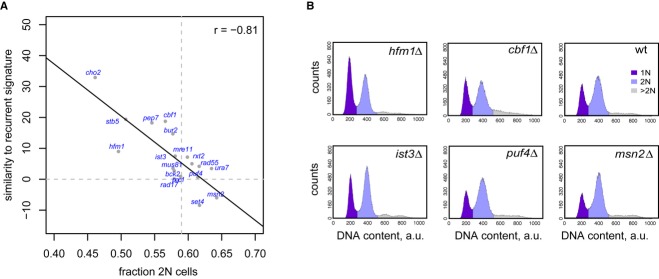
Cell cycle population shifts and their correlation with the slow growth signature in deletion strains Scatter plot comparing the similarities of gene deletion expression profiles to the slow growth signature, versus the fraction of 2N cells as determined by flow cytometry. Dashed lines indicate the wild-type values.Examples of flow cytometry profiles used in (A).

### Identifying primary effects of genetic and environmental perturbation

For those perturbations that result in growth rate reduction, it is likely that the reduction in growth rate will often be a more downstream consequence. In such cases, removal of the gene expression signature associated with slower growth may help reveal the more immediate and direct effects of either an environmental or genetic perturbation. To test this, we transformed a previously published gene expression dataset from cells grown under amino acid starvation (Gasch *et al*, 2000), by factoring out the slow growth signature (Materials and Methods). Transformation of the amino acid starvation data in this way (Fig 6A) results in a more pronounced enrichment for genes involved in amino acid biosynthesis compared to the original data. The same approach was also applied to an environmental perturbation response not included in the Gasch study: growth in low phosphate (Fig 6B). Here, transformation of the data enriches for finding direct targets of the low phosphate activated transcription factor Pho4. Transformation of environmental perturbation datasets in this way can therefore improve delineation of direct responses.

**Figure 6:**
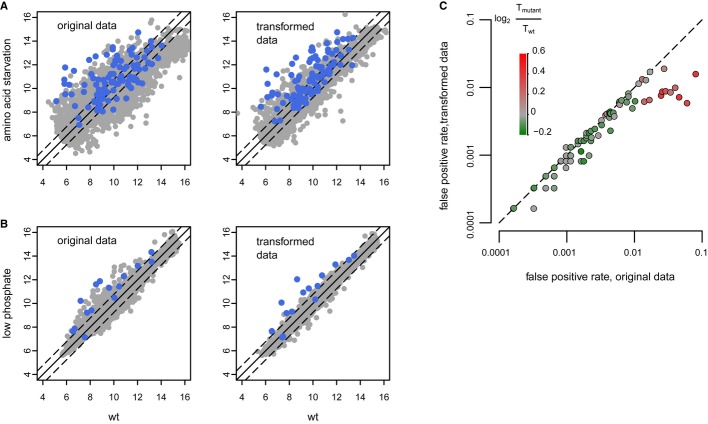
Transformation of expression data to identify more direct consequences of perturbation Expression changes under amino acid starvation conditions (30 min, Gasch *et al*, 2000), before (left) and after (right) transformation (removal of the first principal component). Transcripts of genes annotated with “cellular amino acid biosynthetic process” (GO:0008652) are in blue (*P* = 5.7 × 10^−10^ original, *P* = 2.9 × 10^−24^ transformed: using a hypergeometric test for enrichment among genes increasing more than 1.7-fold in expression with *P* < 0.05).Expression changes in wild-type strain at low (75 μM) versus standard (10 mM) phosphate conditions, before (left) and after (right) transformation. Targets of the low phosphate transcription factor Pho4 (Ogawa *et al*, 2000) are in blue (*P* = 4.5 × 10^−16^ original, *P* = 2.3 × 10^−24^ transformed).False positive rate comparison before and after transformation of transcription factor binding site enrichment analyses for 100 gene-specific transcription factor deletion strains. Strains are colored with respect to their log_2_ relative doubling time as shown by the scale.

The approach was also tested for genetic perturbation. For this, we analyzed gene-specific transcription factor (GSTFs) deletion profiles in the starting dataset (Fig 1) for which there was also genome-wide binding data available (MacIsaac *et al*, 2006). Similar to environmental perturbation, transformation of the GSTF deletion data by removal of the slow growth associated signature improves identification of direct target genes. This is evident from the reduced false positive rate for finding GSTF binding in the promoters of genes with changed expression upon GSTF deletion (Fig 6C). Importantly, the improvement is greatest for the subset of GSTF deletions that suffer most from slow growth and does not interfere adversely for deletions that are less affected by slow growth (Fig 6C and Supplementary Fig S4). Transformation of gene expression datasets can therefore improve delineation of direct effects for both environmental as well as genetic perturbations. The fact that transformation works for both types of perturbations also supports the idea of a common underlying secondary response and fits the proposal that cell cycle population shifts should be taken into account in any study of perturbations that result in growth rate changes.

## Discussion

The finding of a slow growth associated expression signature in deletion strains fits with previous reports linking global changes in gene expression to changes in growth rates, in particular growth rate changes caused by various nutrient limitations (Brauer *et al*, 2008; Keren *et al*, 2013; Regenberg *et al*, 2006). Here, we describe an expression signature common to slow growing deletion strains. As with wild-type strains growing more slowly due to particular growth conditions, the signature common to slow growing deletion strains is highly similar to the ESR, despite the deletion strains being grown under optimal conditions. Besides a shared expression response, the feature that is common to all these different perturbations (genetic, nutrient and the various forms of stress) is growth rate reduction. Many stressful conditions, including heat shock, osmotic stress, and DNA damage, cause a transient G1 arrest (Bellí *et al*, 2001; Gerald *et al*, 2002; Johnston & Singer, 1980; Rowley *et al*, 1993). Indeed, detailed examination of the expression data used to originally define the ESR reveals a transient reduction in the mRNA levels of the post START pre-S phase marker *CLN2* in the vast majority of the stress time courses studied (Supplementary Fig S5). Disruption of cell cycle progression has previously been indicated to cause many indirect gene expression changes (Lu *et al*, 2003). The latter study also indicated a link between cell cycle population effects and gene expression, thereby providing the basis for the ESR/cell cycle modeling approach taken here. The modeling and flow cytometry analyses (Figs 4 and 5) show that perturbations resulting in slow growth have an altered cell cycle population distribution and that this explains a large part of the commonly found expression response.

An alternative explanation is that all the different perturbations result in stress of which the common expression signature (slow growth/ESR) is part and that this causes the reduced growth rate. This does not fit with the ability to model the ESR using cell cycle phase signatures (Fig 4). Furthermore, the recent demonstration that commitment to the mitotic cell cycle occurs before induction of G1-S gene expression changes (Eser *et al*, 2011), also rules this alternative out. Rather than constituting a genome-wide response in single cells, the ESR and the deletion strain slow growth signature are therefore mainly a manifestation of a response at the level of the culture as a whole.

The correlations achieved by modeling a population shift are high but not complete (Fig 4). This indicates that while the majority of the ESR can be explained by the cell cycle population shift, there is also an independent component. This likely corresponds to the well-documented transcriptional response to general stress mediated by transcription factors such as Msn2/4 (Morano *et al*, 2012). Direct targets of Msn2 are indeed part of both the ESR (Gasch *et al*, 2000) and the slow growth signature (Supplementary Table S1). The presence of distinct contributions to the ESR has been suggested before (López-Maury *et al*, 2008). Further work to completely unravel the contributions of the distinct components will potentially have to take into account the possibility of metabolic/redox cycles also causing cyclic expression of general stress response target genes (Chen *et al*, 2007; Tu *et al*, 2005). Despite these complicating factors, the part of the ESR previously linked to growth (Brauer *et al*, 2008; López-Maury *et al*, 2008) can now be attributed to the cell cycle population shift.

A practical outcome of this study is that the extensive scope of the genetic perturbation data provides a means to calculate a high quality vector representation of the recurrent slow growth signature (Supplementary Dataset S4). The vector can be used to determine which transcripts are most strongly influenced by slow growth. Gene ontology (GO) analysis of the signature (Supplementary Table S1) shows enrichment for many of the same processes previously described in detail for the ESR (Gasch *et al*, 2000). The enriched categories include many metabolic processes intimately coupled to cell cycle progression (Chen *et al*, 2007; Tu *et al*, 2005), in agreement with a cell cycle population shift underlying a large part of these signatures.

Subtraction of the slow growth vector from the gene expression patterns of genetically or environmentally perturbed cells improves identification of more direct responses to the perturbation (Fig 6). The signature is present in datasets generated with diverse platforms (Fig 3). Although transformation of data across different technology platforms is possible (Fig 6A), this likely works better within a single platform (Irizarry *et al*, 2005). A transformed dataset for all gene deletion expression profiles is made available (Supplementary Dataset S5), as is a file combining the original and transformed data including the *P*-values relating to the original measurements (Supplementary Dataset S6). Weighting of the degree of data transformation differs depending on the degree to which the slow growth signature is present. This also fits with the observation that the degree of reduced growth differs for each deletion strain and for different environmental perturbations. In agreement with the idea that the recurrent signature is a result of cell cycle population shifts, it is interesting to note that the inverse signature is also present in a subset of deletion strains (Fig 1B and D) and that these also show the opposite cell cycle population shift (Fig 5A, *msn2*Δ and *set4*Δ). The same holds for a subset of environmental perturbation data (Fig 3A, negative correlations). One of these is a cold shock transfer from an adverse 37°C to a more optimal growth temperature of 25°C (Gasch *et al*, 2000). 

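For the cold shock series, BY4742 cells grown at 37 °C were collected, moved to medium at 30 °C and harvested 5, 15, 30, 45 and 60 min later, with a sample at time 0. Each of the 6 conditions has 2 arrays of opposite dye against the common reference, read and fitted together with the heat shock arrays, and each time was compared with the sample at time 0. The labels of that sample name the 30 °C series and a culture grown at 37 °C. The median intensity of the gene spots lay between 225 and 332 over both channels of the arrays after the shift, with 91.8% to 94.8% of the spots well above background in both channels. The log2 changes of the authors' deposited table equal the mean of each time minus this sample to within a median of 2.5e-05.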

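Within 15 min of the shift from 37 to 30 °C, chaperone and stress genes fell and genes of ribosome assembly rose. At that time 142 genes were higher and 292 lower than at time 0, against 156 and 170 at 5 min and 45 and 185 at 60 min. With scaling on external control spots 220 were higher and 153 lower at 60 min, and with no within-array curve, chosen after seeing the data, 107 and 190. The largest falls at 15 min were HSP78 -4.45, HSP104 -4.39, GPD1 -4.00, YRO2 -3.73 and PNC1 -3.48 on the log2 scale, where HSP78 is the mitochondrial and HSP104 the cytosolic disaggregase and GPD1 makes glycerol. HSP104 changed by -4.39 (standard error 0.0974, adjusted p = 3.8e-14) in limma's test and was still at -3.87 at 60 min. The largest rises were MDH2 2.81, MF(ALPHA)1 1.81, HXT2 1.74, MF(ALPHA)2 1.71 and URA1 1.62, with MDH2 a malate dehydrogenase, HXT2 a hexose transporter and URA1 an enzyme of pyrimidine synthesis. Against the common reference instead of time 0, URA1 was at 0.22, not called, MF(ALPHA)1 at -0.032 and MF(ALPHA)2 at -3.24. Of 24 Hsf1 chaperones 19 were lower, of 32 general stress genes 26, and no member of either list was higher (14 general stress genes lower and 1 higher against the common reference, where the medians of the lists were -1.02 and -0.62; the same counts adjusted over each list alone; adjusted p = 0.0595 and 0.0690 with an estimated correlation). Of 93 ribosome biogenesis genes 42 were higher and none lower (the same counts adjusted over the list alone; adjusted p = 0.0273 with an estimated correlation), with UTP20 at 1.35, NHP2 at 1.31 and NSR1 at 1.16. Of 18 subunits of RNA polymerases I and III 3 were higher (also 3 adjusted over the list alone; adjusted p = 0.0299 with an estimated correlation), among them RPA135 at 1.11 and RPO31 at 0.83 (0.75 and not called without array b of that time). Of 34 genes of the respiratory chain and ATP synthase 7 were lower, with CYC1 at -1.25 and SDH1 at -1.15 (also 7 adjusted over the list alone; adjusted p = 0.0714 with an estimated correlation). Of 16 glycolysis genes 7 were lower (also 7 adjusted over the list alone; adjusted p = 0.0103 with an estimated correlation), with PGK1 at -1.23, and with scaling on external control spots, chosen for gene lists after seeing the data, 0 were called. Of 23 ergosterol synthesis genes 7 were lower (also 7 adjusted over the list alone; adjusted p = 0.153 with an estimated correlation), led by ERG5 at -1.56 and ERG25 at -1.27. Late G1 genes had a median of -0.021, with 1 lower (RFA3, -0.83, and -0.76 and not called without array b of 15 min; adjusted p = 0.975 with an estimated correlation), and CLN2 was at -0.076. Of 13 M/G1 genes 1 was higher (AGA1, which anchors a-agglutinin in the cell wall, 0.82), with a median of 0.29 (also 1 adjusted over the list alone; camera adjusted p = 0.00174, and adjusted p = 0.0273 with an estimated correlation). Against the common reference AGA1 was at -0.17, 1 M/G1 gene was lower and the list did not pass (camera adjusted p = 0.227); AGA1 was also not called with global loess (0.66) or with scaling on external control spots (0.58). Of 21 G2/M genes 1 was lower (PHO3, an acid phosphatase, -1.68, and -0.41 and not called against the common reference) and the median was 0.22, and no histone gene was called, with a median of -0.34 (the same counts adjusted over each list alone; camera adjusted p = 0.0185 and 0.0370, and adjusted p = 0.235 and 0.479 with an estimated correlation). No proteasome subunit was called by limma, and the list had a median of -0.45 (camera adjusted p = 8.4e-08, and adjusted p = 0.0103 with an estimated correlation). From 5 to 60 min of cold shock, compared after the data were seen, the late G1 median rose by 0.53. Of 44 genes 10 rose and none fell (camera adjusted p = 3.2e-15, and adjusted p = 0.192 with an estimated correlation). The histone median rose by 0.42, with 1 gene higher (camera adjusted p = 7.3e-05, and adjusted p = 0.284 with an estimated correlation). Across the 5315 genes the log2 changes of heat and cold shock correlated at Pearson's r = -0.642 at 5 min, -0.687 at 15 min and -0.765 at 60 min. Of the 474 genes higher after 15 min of heat shock 196 were lower after 15 min of cold shock, where independent lists would share 26.0, and of the 496 lower genes 110 were higher, where independent lists would share 13.3. Each cold shock change subtracts the time 0 sample. In a comparison chosen after seeing the data, that sample against the common reference correlated with heat shock at 60 min at r = 0.785. Part of the negative r and of these overlaps may thus come from the subtracted sample. A direct comparison of heat with cold shock at 15 min called 1501 genes, led by RTC3 7.27, HSP104 6.75, HXK1 6.47, TFS1 6.47 and HSP78 6.46 upward and by UTP20 -4.07, RRP5 -3.81, OLE1 -3.62, KAP123 -3.59 and REA1 -3.34 downward. With the slow growth signature, over the same 1965 genes as for heat shock, the cold shock changes correlated at r = -0.600 at 5 min, -0.656 at 15 min and -0.605 at 60 min, across genes, which are not independent replicates. Against the common reference instead of time 0, r was -0.234, -0.379 and -0.351 at these times. The paper sets the opposite direction of the expression changes and of the DNA content beside its explanation of the signature by the cell cycle phases of the population.

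**Figure D3:**
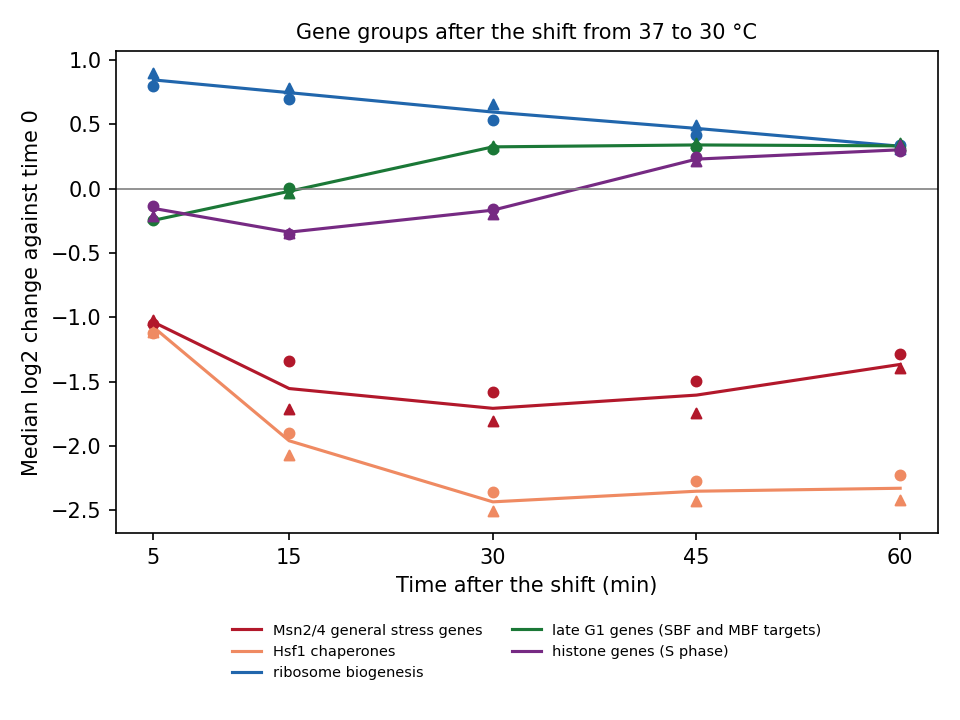
Median log2 change against time 0 for 5 gene lists over the time after the shift from 37 to 30 °C. Lines join the medians of the fitted changes; circles and triangles are the medians on arrays a and b. At 15 min the medians are -1.96 for Hsf1 chaperones, -1.55 for general stress genes and 0.74 for ribosome biogenesis genes.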

Cold shifted cells also show the opposite flow cytometry profile shift (Supplementary Fig S6), all in line with the explanation that the recurrent signature is a reflection of altered cell cycle phase populations.

It is unlikely that all analyses will benefit from data transformation to remove the recurrent signature. The presence of slow growth, a cell cycle population shift, and its associated signature are phenotypes. Just like other phenotypes, for analyses of similarity between different deletion strains, the presence of such characteristics can help place mutants into similarly behaving groups. Data transformation should therefore only be applied in studies requiring identification of direct effects. Alternatively, other experimental approaches such as rapid conditional inactivation of a gene product may be applied (Haruki *et al*, 2008; Nishimura *et al*, 2009).

Although the focus of this study has been on analyzing gene expression patterns, it is important to emphasize that other phenotypes may similarly be indirectly influenced by the associated shift in cell cycle populations. The yeast gene deletion strains studied here (Winzeler *et al*, 1999) are used in a wide variety of studies. As with the expression pattern of the entire culture, any cellular characteristic that differs dependent on the proportion of cells at specific cell cycle stages will appear apparently changed in strains with a growth rate difference. Independent of whether the readout is gene expression or a different phenotype, it is obvious that all perturbation-based studies that are accompanied by growth rate changes should take cell cycle population shifts into account. It is likely that this effect is also important for other organisms, as well as disease states associated with changes in cellular growth.

## Materials and Methods

### DNA microarray expression data

Deletion strain DNA microarray data (Fig 1) are from Kemmeren *et al* (2014), and these data are available in ArrayExpress (accession numbers E-MTAB-1383, E-MTAB-1384), GEO (accession numbers GSE42526, GSE42527) as well as in other formats described in the original study. Deletion strain data were generated as four replicates: two biological replicates harvested in early mid-log phase in synthetic complete medium with 2% glucose and each profiled in technical replicate. These were averaged and statistically compared to the average of over 400 wild-type expression profiles generated in parallel (Kemmeren *et al*, 2014). Expression data of strains grown in deletion strain conditioned medium (Fig 2) have been deposited in ArrayExpress (E-MTAB-2218) and GEO (GSE54539), as has the heat shock profile (Fig 3, E-MTAB-2219, GSE54528), the heat shock time course (Fig 4, E-MTAB-2219, GSE54528), the low phosphate response (Fig 6, E-MTAB-2217, GSE54527), and the cold shock time course (Supplementary Fig S6, E-MTAB-2219, GSE54528). Growth of strains for the experiments specific to this study is described below. For all microarray experiments, each measurement point is the average of two biological replicates, each profiled as a technical replicate in dye-swap, yielding four replicates that were averaged and statistically analyzed by Limma (Smyth, 2005) versus either wild-type or wild-type at *t* = 0. All procedures were identical and are described in detail in Kemmeren *et al* (2014), with protocols submitted to ArrayExpress. Calculations were made using the statistical language R version 3.0.1 on a Linux machine running CentOS 5.5, with packages and scripts provided in the Supplementary R Packages. The expression data (Miller *et al*, 2011) (Fig 3E) was obtained from ArrayExpress (accession number E-MTAB-439) and normalized with *rma* from the R package *affy*. For this data, expression changes are the log_2_-ratios relative to the median of the four *t* = 0 wild-types.

### RNAseq data

The Van Dijk *et al* (2011) data (Fig 3F) were obtained from Sequence Read Archive (accession number SRP005955). Reads were mapped with *bowtie* (Langmead *et al*, 2009) to the yeast genome R64.1.1 with standard settings. Read counts per gene were calculated with *featureCounts* from the R package *Rsubread* (Liao *et al*, 2014). Normalization and log ratios were obtained using the R package *edgeR* (Robinson *et al*, 2010).

### Growth rates

The doubling times of the deletion strains were calculated from the slope of the log_2_(OD_600_) by taking the linear part of the growth curve just prior to harvest. For examples, see Supplementary Fig S3. The doubling times from two biological replicate cultures were averaged, and the ratio versus wild type (Supplementary Dataset S2) determined from wild-type cultures grown in parallel to each batch of mutants.

### Principal Component Analysis (PCA)

The procedure separating the slow growth profile from specific effects was performed with singular value decomposition (SVD) but is more easily referred to using the terminology from the more familiar PCA to which it is closely related. Given the full data matrix ***M***, consisting of the log_2_-ratios (relative to wild-type) of *m* transcripts x *n* deletion strains we write:

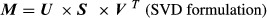

or, alternatively:

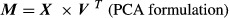

with the columns of ***U*** the left-singular vectors, those of ***V*** the right-singular vectors (or, in PCA terms, the principal component axes or loadings), and ***S*** the diagonal matrix of singular values, ***X*** the principal component scores, and × and ^T^ denoting matrix multiplication and transposition, respectively. Columns of all matrices are sorted by decreasing importance. If we rewrite, in the SVD expression, the diagonal of matrix ***S*** as a simple vector ***s***, it is clear that SVD decomposes matrix ***M*** into a weighted sum of simpler matrices (sometimes called its modes (Alter *et al*, 2000)), as:

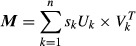

with *U*_*k*_ and *V*_*k*_ the *k*-th column of matrices ***U*** and ***V*** and *k* ranging over the number of deletion strains. Using (or conversely, discarding) a subset of dimensions allows the separation of specific features of the data. In the current study, the first mode (principal component) is identified with cell cycle phase distribution effects and is studied (Fig 1) by only using *k* = 1 or, conversely, discarded (Fig 6) by setting *s*_1_ to zero. Using only *k* = 1, we obtain the first mode, ***M***^(1)^ = *s*_1_***·**U*_1_ × *V*_1_^T^, also shown in Fig 1B. Since all ***M***^(1)^ columns are collinear, each one of them could be called the slow growth profile. For easier comparison with the actual data, we call the one with the largest norm *the* slow growth signature (Supplementary Dataset S4). The equivalent procedure in PCA terms is to create matrix ***X***^(1)^ from the scores matrix ***X*** but setting all but the first column to zero, and forming:

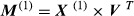

Conversely, the transformed data M* is obtained by leaving out the first mode, as:

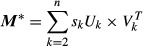

or, equivalently but more simply:

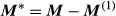

The equivalent procedure in PCA terms is to create matrix X* from matrix ***X*** by setting its first column to zero, and then forming M* = X*×***V***^T^, or again using M* = ***M*** − ***M***^(1)^.

To remove the correlation with the slow growth signature from other data, each of their expression profiles was transformed in Gram-Schmidt fashion by subtracting from them their projection onto the basis vector given by the normalized slow growth profile (which is identical to the first left-singular vector *U*_1_). The original (untransformed) data set, the slow growth profile, and the transformed data set are provided in Supplementary Datasets S3, S4 and S5, respectively. A single file combining the original and transformed data sets and including the *P*-values from the original measurements is also available: Supplementary Dataset S6. R scripts are provided that determine and subtract the first principal component from any data set (svd-transform.R), as well as transforming any data using the slow growth profile determined in this study (remove.signature.R). The similarity to the slow growth profile (Fig 1D) was expressed as the inner product of the strain's expression profile and the first left-singular vector *U*_1._ For centered data, this is equivalent to using the covariance.

### Culture of cells

For pre-conditioned media experiments, wild-type and deletion strains were grown for two cell doublings in synthetic complete (SC) media containing 2% glucose. Cells were then harvested by centrifugation at 3,952 × *g* for 3 min. The supernatant was decanted and filtered through a 0.2-μm filter. These pre-conditioned media were then added to wild-type cells which were also allowed to grow for two cells doublings before harvesting. For the low phosphate experiment, cells were grown for two cell doublings in SC media containing 2% glucose and 75 μM phosphate before harvesting. For heat and cold shock experiments, wild-type cells were grown in SC media containing 2% glucose at either 30°C or 37°C for two cell doublings, harvested by centrifugation (3,952 × *g* for 3 min) and then re-suspended in either 37°C or 30°C media respectively depending on whether a heat or cold shock experiment was performed. Cells were then harvested at the indicated time points by centrifugation. In all cases, cells were harvested and RNA isolated and processed for microarray profiling as described previously (Kemmeren *et al*, 2014).

### Flow cytometry analysis

Cells were grown for two cell doublings and then harvested by centrifugation at the indicated time points. Cells were first fixed in 70% ethanol overnight at 4°C, then were washed twice in 1 ml flow cytometry buffer (200 mM Tris, 20 mM EDTA), re-suspended in 100 μl ribonuclease A (1 mg/ml in flow cytometry buffer; Sigma), and incubated for 2 h at 37°C in a shaking heating block at 800 rpm. Cells were washed in phosphate-buffered saline (PBS) and stained in 100 μl propidium iodide (50 μg/ml in PBS; Molecular Probes) for 1 hour at RT. Sample volume was increased to 1 ml with PBS and sonicated for 10 sec at 25% amplitude (Hielscher UP200S). DNA content was quantified by flow cytometry (FACSCalibur) and analyzed using CellQuest 5.2.

### Deconvolving the ESR using cell cycle phase-specific profiles

We consider the heat shock profile of an asynchronous population to be the sum of ‘pure’ cell cycle phase-specific profiles, weighted by their fraction in the population. To decompose the Gasch *et al* (2000) heat shock profile into such a weighted sum of cell cycle phase-specific profiles, we used the Spellman *et al* (1998) elutriation data as the best approximation to such ‘pure’ cell cycle phase-specific profiles (see also Discussion). The elutriation data comprise 14 time points from 0 till 390 min at 30-min intervals. The elutriation profiles, the experimental heat shock profile as well as the virtual heat shock profile are defined and expressed as *M*-values, that is, as the log_2_ of expression changes, relative to *t* = 0. Missing data were imputed with the R package *pamr* (Hastie *et al*, 2013) using default settings. We attempted to find the weights such that the weighted sum of the cell-cycle-specific time points yields a virtual expression profile most closely resembling the heat shock profile of the 859 ESR genes (Gasch *et al*, 2000). To preclude overfitting and to ensure smooth behavior at neighboring time points, a single cubic spline governing the weights was used for all 859 genes together. This spline was constructed from four control points with *x*-values chosen at 78, 156, 234, and 312 minutes. These four time points were not measured in the elutriation experiment, but provide an unbiased placement at fractions 0.2, 0.4, 0.6, and 0.8 of the duration of the elutriation data cell cycle. The *y*-values of the four control points were optimized such that the spline through them yields 14 weights (i.e., population fractions, between 0 and 1 and summing to one) that, when used in the weighted sum, give the maximal correlation of the virtual profile with the heat shock profile. (The four *y*-values themselves have little significance; *e.g.,* unlike the weights they need not be between zero and one). The deconvolution procedure was written in R and uses its built-in spline generating function *splinefun* and optimizer *optim*, both with default settings (Forsythe-Malcolm-Moler and Nelder-Mead, respectively). The optimizer is run at least ten times (with the four control points initialized randomly between 0 and 1), but more if the solutions failed to converge as judged by the best three correlations having a coefficient of variation greater than 0.01 or any of the three pairwise correlations of the top three sets of weights being below 0.95.

To rule out overfitting, the deconvolution was also performed with randomized ESR gene labels. The mean correlation of the heat shock expression data with the fit obtained after 100 randomizations of ESR gene labels was 0.06, maximum 0.13. Similarly, 100 randomizations of the cell cycle expression data matrix (each time-point column independently randomized) yield an average correlation of 0.05, maximum 0.12. The method was also cross-validated by using half the genes as a training set to obtain the four control points of the spline to weigh the time-course data. This was then applied to the other genes (test set) to determine their correlation with the heat shock data. The mean correlation of 100 such random splits of the 859 ESR genes into training set, and test set was 0.88, that is, the same as that of the full deconvolution. The procedure is fast (seconds), general, and is made available as R package *dccd* in the Supplementary R Packages.

### Cell cycle simulation

We modeled the distribution of cells over the phases of the cell cycle as a circular array of slots, each representing 1 minute along the cell cycle and containing the relative number of cells at that point in the cell cycle. The simulation proceeds in time steps of one minute, and cells are transferred from one slot to the next. The distribution of relative numbers of cells is initially uniform over the whole circular array (representing an unsynchronized population) and remains so if there is no G1 arrest due to heat shock. At *t* = 0, a heat shock is applied which erects a barrier at the START checkpoint in G1, between slots 14 and 15. Cells can only pass this barrier after having recovered for 25 min. The result is that the slots beyond START ‘empty out’, whereas the slot in front of START ‘piles up’ the recovering cells. For purposes of visualization, the one-minute slots were averaged into coarse-grained slot of 7 min. The lengths of the cell cycle phases, in minutes, were: G1: 21; S: 14; G2: 14; M: 21; M.G1: 7. Cells in slots 1 till 28 were deemed to have 1N DNA content, the rest 2N. For modeling the global expression changes during heat shock (Fig 4G), only fold-changes in cell numbers of greater than 1.7 were taken into account, analogous to the 1.7-fold-change threshold applied to the expression data. All parameters used in the simulation were chosen to mimic those observed experimentally, but qualitatively, the results are not sensitive to their exact values. The simulation procedure is available in the R package *s3c2* in the Supplementary R Packages.

## Supporting Information

Supplementary Movie S1

Description of Supplementary Data

Supplementary Dataset S6

Supplementary R Packages

Review Process File

# Supplementary material for: Cell cycle population effects in perturbation studies
**Source:** Mol Syst Biol. 2014 Jul 1;10(6):732. doi: 10.15252/msb.20145172
**Supplement:** Supplementary file 1 — Supplementary Figure S1

Supplementary Figure 1

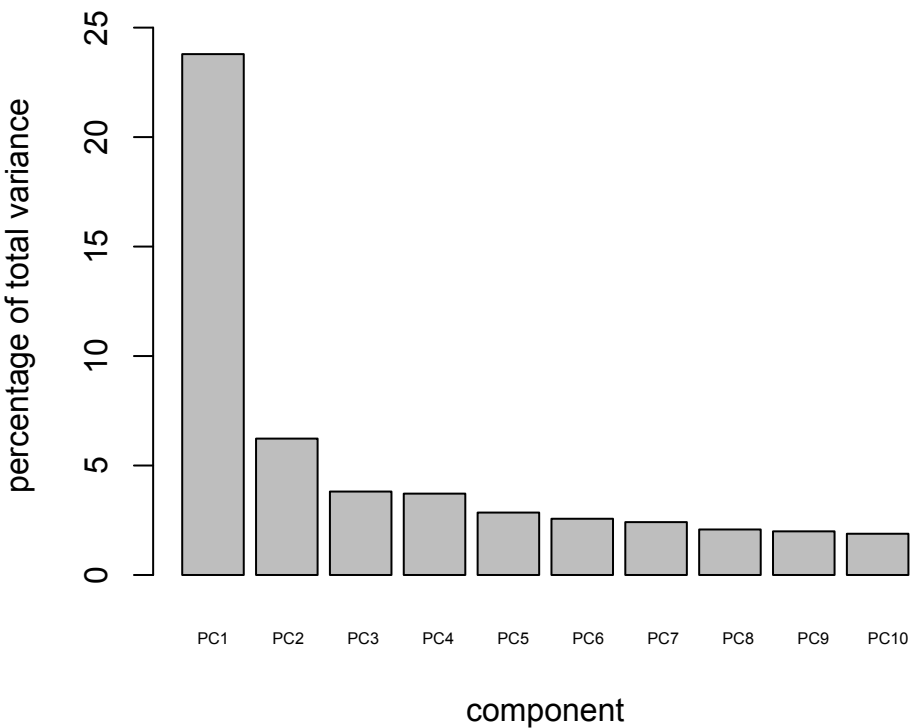

Supplementary figure S1: Principal component analysis.
The percentage of variance captured by the first 10 principal components. The slow growth profile corresponds to the first principal component and represents 24% of the total variance.

# Supplementary material for: Cell cycle population effects in perturbation studies
**Source:** Mol Syst Biol. 2014 Jul 1;10(6):732. doi: 10.15252/msb.20145172
**Supplement:** Supplementary file 9 — Description of Supplementary Data

Description of Supplementary data files

Supplementary_data1.txt - The first SVD mode of the gene expression changes of 1484 *S. cerevisiae* gene deletion mutants. This data is shown in Figure 1B, and is the original data (Figure 1A) projected onto the first principal component axis. Rows are transcripts, named by their systematic name, columns are gene deletion mutants, named by the common name of the gene that was deleted. Values are M values, that is, the $\log_2(\text{deletion mutant} / \text{wild type})$.

Supplementary_data2.txt - Relative growth rates of gene deletion strains, and the similarity of their gene expression to the slow growth signature (expressed as their covariance).

Supplementary_data3.txt - Original, untransformed gene expression changes of 1484 *S. cerevisiae* gene deletion mutants. Rows and column labels and ordering as in Supplementary_data1.txt

Supplementary_data4.txt - The slow growth profile. This is the column in the first SVD mode (see Figure 1B and Supplementary_data1) having the largest Euclidean norm. It corresponds to the scores of the first principal component scaled to that of the strain with the strongest slow growth effect. It can be thought of as the most severe slow growth related $\log_2(\text{fold change})$, per transcript, seen in the set of deletion mutants.

Supplementary_data5.txt - Transformed gene expression changes of 1484 *S. cerevisiae* gene deletion mutants. Any similarity to the slow growth profile has been removed by subtracting the first SVD mode from the original data. Rows, column labels and ordering as in Supplementary_data1.txt

Supplementary_data6.txt - Gene expression changes (as Supplementary_data3.txt), transformed gene expression changes (as Supplementary_data5.txt) and p-values of 1484 *S. cerevisiae* gene deletion mutants combined into one file. The p-values are those from Kemmeren et al. 2014, reflecting the significance of the untransformed expression changes.

Supplementary_movie1.mpg - Side by side animation of simulated cell cycle populations and experimental expression changes after heat shock. On the left, a simulated time course of the distribution of cell numbers over the phases of the cell cycle after heat shock is shown. The area of each wedge is proportional to the relative number of cells in the cycle phases indicated by the 'dial'. The red line halfway G1 represents the START check point. Purple indicates cells with 1N DNA content, blue those with 2N DNA content. On the right, a time course of expression changes after heat shock is shown. The experimental time points were taken at t=0, 5, 15, 30, 45 and 60 minutes, and interpolated linearly.

s3c2_1.1.1.zip - R package for the simulation, windows version

s3c2_1.1.1.tar.gz - R package for the simulation, Linux/Mac version

dccd_1.1.1.zip - R package for the deconvolution, windows version

dccd_1.1.1.tar.gz - R package for the deconvolution, Linux/Mac version

remove.signature.R - Script transforming any data using the slow growth profile determined in this study

svd-transform.R - Script that determines and subtracts the first principal component from any data set

How the deposited data were processed for this re-analysis (not part of the article)

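Dual-colour arrays of the heat shock and cold shock time courses of BY4742 were analysed, 22 arrays of 11 conditions with 2 arrays each, array a with the sample in Cy3 and array b with the sample in Cy5, against a common reference of untreated BY4742 RNA. The submitters' design text describes the 2 arrays of a condition as separate cultures with the dyes exchanged, and the paper's methods describe 2 biological replicates per measurement, each in dye-swap, giving 4 replicates. Which of these the arrays analysed here are is left open between the descriptions. The p-values rest on the spread between the 2 arrays of a condition, pooled over all 11 conditions and moderated over genes by eBayes.
The authors scanned the arrays and deposited the mean intensity and background of each spot and channel, with no background subtracted. A second kind of value is the authors' normalised log2 ratio of each array, made by print-tip loess with a span of 0.4, with absent probes and those above 32768 left out of the curve, and then by a gene-specific dye correction, which was not repeated here. Set against the scanner signals, the deposited log2 ratios carried the opposite sign on 3 of the 22 arrays, and these were turned. The authors' deposited table of comparisons gives a log2 fold change and a p-value per probe, adjusted by Benjamini-Hochberg, with limma 2.12.0 named in the submitters' processing notes; its heat shock values subtract a baseline that was not analysed here.
From the scanner intensities, log2 ratios of sample over reference were computed in R 4.3.3 with limma 3.58.1 by print-tip loess over 48 print blocks with a span of 0.4, with spots above 32768 in either channel and control spots left out of the curve. The 2 spots of a probe were averaged; the correlation between them estimated by duplicateCorrelation was 0.584. Of 6388 gene probes 5326 carry a gene symbol in the array annotation and 1062 none, and 54 symbols were updated through the gene table of assembly R64, which matched 5309 of 5315 genes and was used for names alone. For the 11 genes with more than 1 probe the brightest was used. A linear model of limma with a coefficient per condition and a dye term was fitted to all 22 arrays, with lmFit and eBayes, and p-values were adjusted by Benjamini-Hochberg over 5326 probes. Genes at an adjusted p below 0.05 and more than 1.7-fold change were called. Heat shock times were compared with the common reference and cold shock times with the sample at time 0. Heat shock at 60 min was also compared directly with 15 min, and heat with cold shock at each time. The log2 changes on array a and array b of a comparison correlated across genes at between 0.956 and 0.993.
Gene lists, named genes and the alternatives for normalisation, background, baseline, thresholds and left-out arrays were set before the data were examined, apart from those said to be chosen after. Scaling on external control spots was so set for the counts of genes changed by heat and by cold shock, and was chosen after seeing the data for gene lists, for heat against cold shock and for 60 against 15 min of heat shock. The comparison of the 37 °C culture with the common reference, with all its alternatives, was also chosen after, as was the setting with no within-array curve. Control spots are scaled by a curve that is extrapolated for genes brighter than the brightest control probe, at a log2 intensity of 10.8. Named at 15 min of heat shock were the 10 genes with the largest rise and the 10 with the largest fall among those called and changed the same way on both arrays, the 5 and 5 largest at 15 min of cold shock, of heat against cold shock at 15 min and of 60 against 15 min of heat shock, the 2 called members of each list with the largest rise and fall at 15 min, CLN2, MSN2 and SET4, and a fixed set of cell cycle and stress genes. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. Of 46 late G1 genes 44 were measured, of 25 chaperones 24. Each of the 95 named genes was well above background, by more than 2.6 background SDs on at least 1 of its 2 spots, in both channels on all 22 arrays. SET4 was the dimmest of them, with a highest signal of 105. The steps were tested on simulated data. The untreated heat shock culture at time 0 and the ESR gene list were not used here, and 1 of the gene lists is not reported here.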

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

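The tests of explanations here were chosen only after the results were seen. Several results are listed because the effect at 60 min of heat shock differed from that at 15 min by a direct test. Of 5315 genes 570 changed between these times. Among the gene lists, the medians of the differences were -0.76 for Hsf1 chaperones, -1.75 for general stress genes, -0.57 for proteasome subunits, -0.37 for the respiratory chain and ATP synthase and -0.30 for mitochondrial ribosomal proteins. They were 0.32 for cytosolic ribosomal proteins, 0.77 for ribosome biogenesis, 0.83 for RNA polymerases I and III, 0.79 for late G1 genes, 0.64 for histone genes, 0.33 for amino acid synthesis and 0.36 for ergosterol synthesis. Camera at the preset correlation called each of these lists. With an estimated correlation the calls of proteasome (adjusted p = 0.00395), ribosome biogenesis (adjusted p = 0.0436), RNA polymerase I and III (adjusted p = 0.0329) and mitochondrial ribosomal protein genes (adjusted p = 0.0353) held, and those of the other lists did not.
In a comparison the paper does not report, chosen after seeing the data, the 37 °C culture before the cold shift differed from the common reference in 178 genes, 116 higher and 62 lower (105 and 86 with scaling on external control spots). Of the 116 higher genes 92 were also higher after 60 min of heat shock, where independent lists would share 4.32. The correlation of the log2 changes was 0.785 (covariance 0.108). Part of both may come from the shared reference, whose own error was not measured here, so that no value for unchanged groups is given. With that culture as baseline, 91 genes were called at 60 min of heat shock.
Alpha-specific genes, which the paper does not discuss, fell after 15 min at 37 °C in 4 of 4 cases, with a median of -1.41. In the 37 °C culture their median was -2.69, and SAG1, the alpha-agglutinin gene, was at -1.61 at 15 min and MF(ALPHA)2 at -4.43 at 30 min. Cells of the other mating type are argued against by the a-specific genes, whose median was 0.014, and scaling of the arrays by a median of -2.01 with scaling on external control spots. A response to growth temperature stays open as a hypothesis, and the values of the 37 °C culture may reflect it. With that culture as baseline, the sign turned and the median at 15 min was 1.39.
Histone genes reached their lowest median at 30 min, after the late G1 genes. Scaling of the arrays is argued against by a fall of the histone median from 15 to 30 min with no within-array curve (it fell by 0.61) and with scaling on external control spots (it fell by 0.41), against 0.73 with print-tip loess, so that the size of the fall depends on the scaling. Cells held before S phase and then released could give this order, and the late G1 median rose by 0.72 from 30 to 45 min (camera adjusted p = 0.0663 with an estimated correlation). The cell cycle phases were not measured in these arrays.
The log2 changes of ribosomal protein genes at 15 min of heat shock had a median of -0.58 and an interquartile range of 0.762, and 76.5% of their spread went with the print block of the spots (highest of 1000 shuffles 55.4%). Differences of that size between the genes are argued against by an interquartile range of 0.248 with no within-array curve. Without the curve the medians were below 0 on both arrays, the higher of them -1.22, which argues against dye bias as the source of the fall itself. The sign of a median cannot decide whether dye bias adds to the spread between genes. Without the curve 34.7% went with the print block (median of 1000 shuffles 34.1%). With global loess, a curve over the whole array, it was 42.2% (highest of 1000 shuffles 54.0%), with an interquartile range of 0.336. Of these settings, only the curve fitted per print block thus exceeded all shuffles. Print-tip loess at bright spots may account for the spread. A simulated array had 122 ribosomal protein genes lowered by 1 and 200 other genes changed. There print-tip loess gave these 122 genes a median of -0.93 and an interquartile range of 0.199, without such a spread. Other bright genes were not lowered together in it, as they were in the data without the curve. The simulation therefore cannot decide on the spread, and the explanation by print-tip loess stays a hypothesis. With no within-array curve 120 of 126 were lower at 60 min, against 10 with it, so that the size and duration of the fall depend on the curve. Other bright genes moved too: at 15 min the median of 132 of them was 0.0039 with print-tip loess and -0.55 without the curve.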

How the results depend on the processing

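Alternatives chosen only after the results were seen are named as such. Counting each summary result (counts of genes, averages, correlations r with the slow growth signature and adjusted p of gene lists) once under each alternative, 610 stayed on their side of the threshold or within their spread, 121 moved, 32 lost and 5 gained a call and 2 changed direction; of the named genes 1903 values stayed, 54 lost and 3 gained a call and 17 changed sign. The cause was not tested, except that a changed fold threshold changes counts by construction. The named genes are well above background on at least 1 spot, with SET4 the dimmest. Scaling on external control spots is extrapolated for genes brighter than the control probes. Without 1 array, the arm left with 1 is assumed to vary like the other groups. Scan date or print batch as a block was not run, since the columns used here give none. Genes higher and lower numbered 107 and 175 against 56 and 221 at 45 min of cold shock with scaling on external control spots, and with no within-array curve, chosen after seeing the data, 222 and 268 against 219 and 97 at 45 min of heat shock, 399 and 365 against 419 and 222 for heat against cold at 45 min and 283 and 380 against 310 and 122 at 60 min. In what follows, rose and fell stand for the averages over the genes that rose and fell under heat shock. The replicate letters follow the dye. The deviations of arrays with the same letter correlated between -0.127 and 0.815 over 55 pairs of conditions (median 0.355, 92.7% over 0.1, not all). Since the letter is also the dye, a shared replicate cannot be separated from the dye. With no replicate block 970 genes were called at 15 min of heat shock, as with it. Each condition has 1 array of each letter, so that the log2 changes stay the same and the fold threshold sets the count. This count thus does not test for a shared replicate. With no fold threshold, heat 5 min 4243, heat 15 min 4422, heat 30 min 4382, heat 45 min 3958, heat 60 min 3768, cold 5 min 3352, cold 15 min 3554, cold 30 min 3442, cold 45 min 3377, cold 60 min 3158, heat against cold at 5 min 4151, heat against cold at 15 min 4380, heat against cold at 30 min 4270, heat against cold at 45 min 3849, heat against cold at 60 min 3611, heat 60 min against 15 min 3659. With no fold threshold, chosen after seeing the data, 37 °C culture 3651. At 2-fold, heat 5 min 454, heat 15 min 614, heat 30 min 468, heat 45 min 195, heat 60 min 164, cold 5 min 156, cold 15 min 207, cold 30 min 183, cold 45 min 171, cold 60 min 142, heat against cold at 30 min 808, heat against cold at 45 min 361, heat against cold at 60 min 253, heat 60 min against 15 min 301. At 2-fold, chosen after seeing the data, 37 °C culture 103. With scaling on external control spots, heat 45 min 547, cold 60 min 373, TDH1, heat 15 min -0.36, TDH3, heat 15 min -0.39. With scaling on external control spots, chosen after seeing the data, heat against cold at 60 min 674, heat 60 min against 15 min 910, histone genes, cold 15 min 0.443, amino acid biosynthesis, cold 15 min 0.0302, glycolysis, cold 15 min 0.410. With no within-array curve, chosen after seeing the data, heat 45 min 490, heat 60 min 431, heat against cold at 60 min 663, TDH1, heat 15 min -0.065, TDH3, heat 15 min -0.095, glycolysis, heat 15 min 0.0272, histone genes, cold 15 min 0.153, G2/M genes, cold 15 min 0.0667. With the 37 °C culture (heat) or the common reference (cold) as baseline, heat 45 min 153, heat 60 min 91, cold 60 min 132, HSP26, cold 15 min 0.69, MF(ALPHA)2, heat 15 min 1.85, MF(ALPHA)2, heat 30 min 0.52, MF(ALPHA)2, cold 15 min -3.24, MF(ALPHA)2, cold 60 min -2.52, MF(ALPHA)1, cold 15 min -0.032, GSC2, heat 60 min -0.75, STE3, heat 15 min 1.31, STE3, heat 60 min 0.87, AGA1, cold 15 min -0.17, BAT1, cold 15 min -0.064, SAG1, heat 15 min 1.47, HSP12, cold 15 min 0.83, rose, 5 min 1.00, rose, 15 min 1.19, rose, 30 min 0.97, rose, 45 min 0.46, rose, 60 min 0.38, fell, 5 min -0.82, fell, 15 min -1.01, fell, 30 min -0.76, fell, 45 min -0.29, fell, 60 min -0.24, heat r, 5 min 0.630, heat r, 15 min 0.735, heat r, 30 min 0.713, heat r, 45 min 0.532, heat r, 60 min 0.527, cold r, 5 min -0.234, cold r, 15 min -0.379, cold r, 30 min -0.390, cold r, 45 min -0.406, cold r, 60 min -0.351, histone genes, heat 15 min 0.0531, ergosterol biosynthesis, heat 15 min 0.155, glycolysis, heat 15 min 0.0338, cytosolic ribosomal proteins, cold 15 min 0.892, late G1 genes, cold 15 min 0.0411, M/G1 genes, cold 15 min 0.227, amino acid biosynthesis, cold 15 min 0.00484. With those ratios in the signs deposited, chosen after seeing the data, heat 30 min 0, heat 60 min 26, cold 30 min 2, cold 60 min 3, heat against cold at 30 min 0, heat against cold at 60 min 3, heat 60 min against 15 min 45. With the authors' deposited log2 ratios, rose, 5 min 1.07, rose, 45 min 0.73, fell, 45 min -0.42, glycolysis, heat 15 min 0.00562, glycolysis, heat 60 min against 15 min 0.0141. With the sign taken from the mean over times, rose, 45 min 0.73. With normexp background correction, rose, 45 min 0.73, fell, 45 min -0.43. With global loess, rose, 5 min 1.07, rose, 45 min 0.73, fell, 15 min -1.02, fell, 45 min -0.41, heat r, 15 min 0.835. With genes chosen on array a and averaged on array b, rose, 5 min 1.07, rose, 15 min 1.26, rose, 30 min 1.104, rose, 45 min 0.71, fell, 5 min -0.74, fell, 15 min -1.005, fell, 30 min -0.81, fell, 45 min -0.42. With genes chosen on array b and averaged on array a, rose, 45 min 0.72, fell, 45 min -0.42. In the authors' deposited table, an alternative chosen after seeing the data, rose, 5 min 1.04, rose, 45 min 0.68, rose, 60 min 0.61, fell, 5 min -0.83, fell, 15 min -1.07, fell, 45 min -0.40, heat r, 30 min 0.795. With Spearman's rho, heat r, 5 min 0.714, heat r, 15 min 0.741, heat r, 30 min 0.701, heat r, 45 min 0.558, heat r, 60 min 0.548, cold r, 30 min -0.582, cold r, 45 min -0.574, cold r, 60 min -0.535. Without the dimmest probes, heat r, 5 min 0.811, heat r, 15 min 0.838, cold r, 30 min -0.645. With an estimated correlation, Hsf1 chaperones, heat 15 min 0.0751, Msn2/4 general stress genes, heat 15 min 0.0734, cytosolic ribosomal proteins, heat 15 min 0.0751, late G1 genes, heat 15 min 0.190, histone genes, heat 15 min 0.307, G2/M genes, heat 15 min 0.151, respiratory chain and ATP synthase, heat 15 min 0.151, ergosterol biosynthesis, heat 15 min 0.202, Hsf1 chaperones, cold 15 min 0.0595, Msn2/4 general stress genes, cold 15 min 0.0690, cytosolic ribosomal proteins, cold 15 min 0.329, histone genes, cold 15 min 0.479, G2/M genes, cold 15 min 0.235, respiratory chain and ATP synthase, cold 15 min 0.0714, mitochondrial ribosomal proteins, cold 15 min 0.138, ergosterol biosynthesis, cold 15 min 0.153, Hsf1 chaperones, heat 60 min against 15 min 0.130, Msn2/4 general stress genes, heat 60 min against 15 min 0.0742, cytosolic ribosomal proteins, heat 60 min against 15 min 0.142, late G1 genes, heat 60 min against 15 min 0.130, histone genes, heat 60 min against 15 min 0.268, respiratory chain and ATP synthase, heat 60 min against 15 min 0.130, amino acid biosynthesis, heat 60 min against 15 min 0.0741, ergosterol biosynthesis, heat 60 min against 15 min 0.265. Leaving out each array in turn gave, lowest to highest, rose, 5 min 1.07 to 1.11, rose, 45 min 0.72 to 0.73, fell, 45 min -0.43 to -0.42, heat r, 15 min 0.831 to 0.832, heat r, 60 min 0.677 to 0.703, cold r, 5 min -0.612 to -0.584, cold r, 30 min -0.646 to -0.624, cold r, 45 min -0.643 to -0.625, cold r, 60 min -0.618 to -0.586.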

Differences from the paper's values

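For heat shock at 15 min, the paper's correlation with the slow growth signature is 0.82 (Fig 3C), and the value here is 0.832 over the part of the signature held here. The values here are against the common reference, while the paper's methods compare with wild type, or with wild type at time 0, so that the groups compared are not alike. None of the alternatives set before the data were examined brings the difference within the spread between arrays (SD 0.000995); they give 0.741 for Spearman's rho, 0.735 with the 37 °C culture as baseline and between 0.831 and 0.838 for the others. The authors' deposited table, an alternative chosen after seeing the data whose baseline was not analysed here, gives 0.833 over the same genes.
The averages of Fig 4G were read by eye, and their reading error is not known. By the same methods they too are set against wild type or wild type at time 0, and the values here against the common reference. The authors' deposited table, chosen after seeing the data, brings none of the differences below within the spread, with 0.68 for genes that rose at 45 min and -1.07 and -0.40 for those that fell at 15 and 45 min. For genes that rose, the paper's value at 45 min is about 0.72 in Fig 4G, read by eye, and the value here is 0.73; of the alternatives set before the data were examined, leaving out array b (0.72) falls within the spread and the others do not. For genes that fell, the paper's value at 15 min is about -1.0 in Fig 4G, read by eye, and the value here is -1.05; with the 37 °C culture as baseline (-1.01) and with genes chosen on array a and averaged on array b (-1.005) the difference is within the spread, and under the others it is not. At 45 min the paper's value is about -0.42 in Fig 4G, read by eye, and the value here is -0.43, and no such alternative brings the difference within the spread. That spread between arrays was an SD of 0.00071 for genes that rose and 0.0026 for those that fell at 45 min, and 0.0204 for the latter at 15 min. Each SD lies below the last digit of its reading, so that these differences cannot be told from reading error.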

Other observations

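After 60 min at 37 °C BIO2 of biotin synthesis was at -1.56, BIO3 at -2.05 and the biotin transporter gene VHT1 at -1.82 on the log2 scale, and BIO4 at -1.26 and BIO5 at -1.72, both chosen after their values were seen. MET6 was at -2.03 and SAM2, chosen after its values were seen, at -2.59. With the 37 °C culture as baseline, VHT1 was at -0.74, BIO4 at -0.66 and BIO5 at -0.38, none called. OLE1, the fatty acid desaturase gene, fell by 2.23 after 15 min of heat shock. After the shift to 30 °C it was at 1.60 at 5 min and -2.36 at 45 min. GSC2, a glucan synthase gene, was at 2.02 after 60 min at 37 °C and at 2.78 in the 37 °C culture, and at -0.75 at 60 min with that culture as baseline. RPN4 was at 0.076 and SET4 at -0.11 after 15 min of heat shock, neither called. The highest signal of SET4 was 105 with no background subtracted, so that a change of this gene may be understated.
Of 66 mitochondrial ribosomal protein genes 1 was called higher after 15 min of heat shock (also 1 adjusted over the list alone). It is MRP8 at 2.01, named from its sequence and of unknown function rather than an established ribosomal protein, so that no established member was called by limma. The list had a median of 0.28 (adjusted p = 0.0494 with an estimated correlation). Of 23 ergosterol synthesis genes 4 were lower (9 with scaling on external control spots, chosen after seeing the data; also 4 adjusted over the list alone; adjusted p = 0.202 with an estimated correlation), led by ERG3 at -2.09 and ERG25 at -0.999. Of 6 cell wall mannoprotein genes of the TIR and DAN families 1 was higher (TIR2, 1.28; also 1 adjusted over the list alone), where TIR2 was at 0.45, not called, with scaling on external control spots (adjusted p = 0.869 with an estimated correlation). None of 7 a-specific genes and none of 4 auxotrophic markers deleted in BY4742, whose median was -0.18, was called by limma at 15 min, with or without adjustment at the same fold threshold. After 15 min of cold shock 3 of 4 alpha-specific genes were higher than at time 0 (also 3 adjusted over the list alone), while against the common reference 3 were lower.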
